# CXCL16/CXCR6 chemokine signaling mediates breast cancer progression by pERK1/2-dependent mechanisms

**DOI:** 10.18632/oncotarget.3690

**Published:** 2015-03-29

**Authors:** Gang Xiao, Xiumin Wang, Jinglong Wang, Lidong Zu, Guangcun Cheng, Mingang Hao, Xueqing Sun, Yunjing Xue, Jinsong Lu, Jianhua Wang

**Keywords:** CXCL16/CXCR6, breast cancer, ERK1/2, RhoA

## Abstract

Our previous studies demonstrate that CXCL6/CXCR6 chemokine axis induces prostate cancer progression by the AKT/mTOR signaling pathway; however, its role and mechanisms underlying invasiveness and metastasis of breast cancer are yet to be elucidated. In this investigation, CXCR6 protein expression was examined using high-density tissue microarrays and immunohistochemistry. Expression of CXCR6 shows a higher epithelial staining in breast cancer nest site and metastatic lymph node than the normal breast tissue, suggesting that CXCR6 may be involved in breast cancer (BC) development. *In vitro* and *in vivo* experiments indicate that overexpression of CXCR6 in BC cells has a marked effect on increasing cell migration, invasion and metastasis. In contrast, reduction of CXCR6 expression by shRNAs in these cells greatly reduce its invasion and metastasis ability. Mechanistic analyses show that CXCL16/CXCR6 chemokine axis is capable of modulating activation of RhoA through activating ERK1/2 signaling pathway, which then inhibits the activity of cofilin, thereby enhancing the stability of F-actin, responsible for invasiveness and metastasis of BC.

Taken together, our data shows for the first time that the CXCR6 / ERK1/2/ RhoA / cofilin /F-actin pathway plays a central role in the development of BC. Targeting the signaling pathway may prove beneficial to prevent metastasis and provide a more effective therapeutic strategy for BC.

## INTRODUCTION

Chemokines are a family of small (8–14 kDa), mostly basic, heparin-binding cytokines that primarily induce directed migration of various types of leukocytes through interactions with a group of seven transmembrane G protein-coupled receptors (GPCR) [1]. To date, over 50 chemokines and 20 chemokine receptors have been identified, and are grouped into four categories (C, CC, CXC and CX3C) according to the location of the main cysteine residues near the N terminal of these proteins [1]. The chemokine receptor system extends to most human neoplastic cells and was found to be altered dramatically in neoplastic tissue, particularly at the leading edge of invasion [2]. CXCL16 is one of the only two known plasma membrane chemokines. In a previous study, CXCL16 was found not only in immune cells, but also expressed constitutively in cancer cells of different origins [3-6]. CXCR6 was identified as a cognate receptor of CXCL16 usually expressed by peripheral blood leukocytes [7]. Interestingly, CXCR6 also has been shown to be present in prostate tissues and in the marrow [8].

Our previous study and other studies have proposed an important role for CXCL16/CXCR6 chemokine axis in the metastasis of different tumors including prostate, liver, ovarian cancers [4, 9, 10]. Through a cytokine antibody array, Lu et al. reported that CXCL16 protein production was increased in aggressive PCa cells compared to the less aggressive PCa cells or benign prostate cells [11]. These observations raise the possibility that CXCL16/CXCR6 interactions may be important for tumor invasion and metastasis, as was demonstrated for CXCL12/CXCR4 chemokine axis [4, 12]. Recently, Cheng's studies indicate that different invasive breast cancer (BC) cell lines express CXCR6 at different levels, positively correlated with its invasive ability [13]; however, whether CXCR6 plays a role in BC invasion and metastasis is still kept unclear.

BC is the leading cause of cancer in women worldwide [14]. The molecular basis of the complex biochemical processes involved in BC, including tumor growth and metastasis, is becoming increasingly understood. Poor prognosis and high mortality are explicitly correlated with tumor invasion and metastasis. Tumor cell invasion and metastasis are a complex process; however, the increasing evidence has recently shown that the chemokines and their receptors are involved [1, 2]. Therefore, exploring the mechanism of CXCL16/CXCR6 chemokine axis may prove beneficial to prevent metastasis and provide a more effective therapeutic strategy for BC.

Here we found that CXCR6 expression was significantly higher in BC tissues and the metastatic lymph nodes than in normal breast tissues. Moreover, we found that CXCR6 increased cell migration, invasion and metastasis, associated with increased phosphorylation of p42/44MAPK (ERK1/2) proteins. In contrast, reduction of CXCR6 expression by shRNAs in these cells greatly reduced these effects. Notable, we found that the enhanced activity of ERK1/2 pathway was able to activate RhoA, one of members of the RhoGTPase family. The effect led to inhibiting the activity of cofilin, thereby enhancing the stability of F-actin, associated with the invasiveness and metastasis of BC.

## RESULTS

### Expression of CXCR6 in BC tissues and cell lines

Emerging evidence suggests that CXCR6 expression is responsible for progression in multiple cancers [5, 15, 16]. However, its role in BC development still remains unclear. In this regard, high-density tissue microarrays were stained with an anti-human CXCR6 antibody from clinical samples obtained from a cohort of about 300 patients. Representative images are shown in Figure 1A and Supplementary Figure 1A, demonstrating that CXCR6 expression increases in the primary tumor and metastatic lymph node, whereas normal epithelium demonstrates weak cytoplasm staining. Quantitative analysis confirms that CXCR6 expression is increased in tumor (Figure 1B, Supplementary Figure 1B and Supplementary Table 1). Similar results are observed in malignant BC cell lines by flow cytometric analysis (Figure 1C). Therefore these findings suggest that CXCR6 expression may be correlated with BC progression.

**Figure 1:**
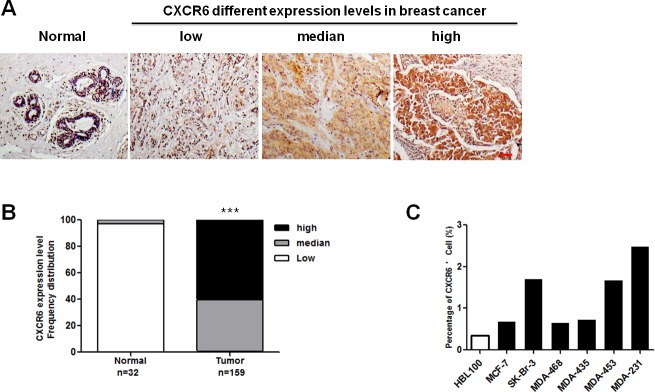
CXCR6 is higher expressed in BC tissues and cell lines than in the normal controls **A**) CXCR6 immunohistochemical staining in a human BC tissue microarray. Representative microscopic images of normal breast, and BC tissues stained with an anti-human CXCR6 antibody (1:200, Epitomics). Scale bar, 50 μ m. **B**) Chi-square test was used to analysis the CXCR6 expression differences in tumor and normal tissues. Based on staining intensity, the samples were classified into three groups with increasing staining intensity from the weakest (low) to the strongest (high). CXCR6 expression in BC tissues is significantly higher than in normal breast tissues (including para-carcinoma tissues). **C**) CXCR6 positive expression rate of normal mammary epithelial cell HBL100 and variety of BC cell lines was analyzed by flow cytometry. Cells incubated with allophycocyanin (APC)-conjugated monoclonal anti-human CXCR6 (R&D, Cat, FAB699A) for 30-45 minutes at 2-8°C were detected by flow cytometry for CXCR6 expression. The histogram shows the ratio of CXCR6 positive cells in the presented cell lines.

### CXCR6 promotes BC cell migration and invasion

A critical feature of BC is highly aggressive behavior in distant metastasis sites including lymph node, bone, lung, and live, *et al*. [17, 18]. To further explore the role of CXCR6 in BC progression, lentiviral vectors were utilized to overexpress CXCR6 in MCF-7 and MDA-231 cells (termed as MCF-7^CXCR6^ and MDA-231^CXCR6^), or reduce CXCR6 expression mediated by shRNAs (termed as MDA-231^shCXCR6^). After clone selection, individual clones were selected and pooled. Figure 2A showed that overexpression of CXCR6 in both cells was confirmed by flow cytometry.

**Figure 2:**
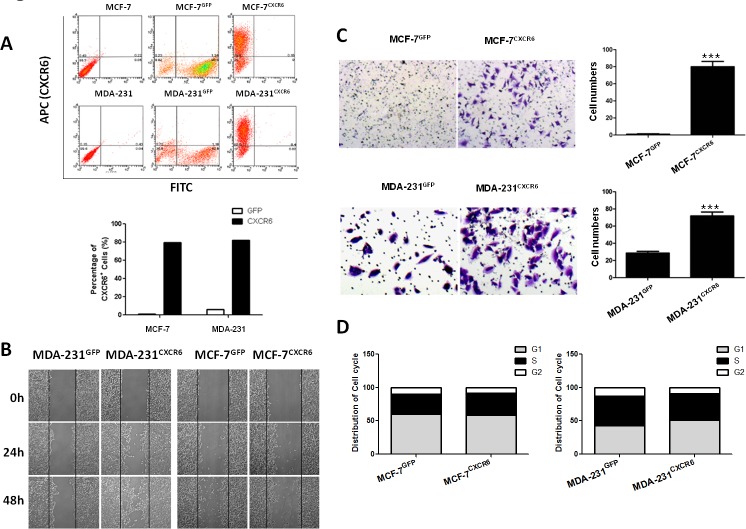
CXCR6 promotes BC cells migration and invasion **A**) CXCR6 was overexpressed in MCF-7 and MDA-231 BC cells by lentiviral system. CXCR6 -positive cells were then sorted by flow cytometry. Histogram displays the ratio of CXCR6 positive expression of MCF-7^CXCR6^, MDA-231^CXCR6^ and their respective control cells. **B**) Scratch wound healing assay shows that overexpression of CXCR6 enhanced cell migration in MDA-231 cells, but not very significant in MCF-7 cells. **C**) Matrigel invasion assay showed that overexpression of CXCR6 significantly enhanced cell invasion in both MCF-7 and MDA-231 cells (^***^P < 0.001). Experiments were performed 3 times; representative images of invaded cells are shown. Mean ± SD. **D**) Cytometry analysis showed CXCR6 had no effect on cell cycle.

Once individual tumor cells are bound to the endothelium, they must invade through the extracellular matrix in order to establish a metastasis. The ability of CXCR6 to regulate migration and invasion was assessed by scratch healing assay and using reconstituted extracellular matrices in porous culture chambers. The results show that MCF-7^CXCR6^ and MDA-231^CXCR6^ cells gradually closed the wound at 48 hour after scratch, whereas the respective control cells didn't gain the effect (Figure 2B). In line with this finding, the invasive capacity was greatly increased in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells (Figure 2C).

To exclude the potential effect of cell proliferation on migration and invasion, we next assayed cell cycle distribution by flow cytometric analysis. As shown in Figure 2D, we found that overexpression of CXCR6 did not apparently affect cell cycle progression (Supplementary Figure 2). Taken together, these results confirm that CXCR6 plays a role in migration and invasion of BC cells.

### Activation of ERK1/2 signaling by CXCR6 promotes BC cell invasion

CXCR6, as a G protein-coupled receptor, can be combined with its cognate ligand CXCL16 to activate downstream signaling pathways. Previously, we demonstrated that CXCL16/CXCR6 chemokine axis induces prostate cancer progression by the AKT/mTOR signaling pathway [4].

Next, we determine which pathway is involved in activation of CXCR6 by CXCL16 stimulation, associated with BC cell invasion. As shown in Figure 3A, Western blot analyses show that stimulation of CXCL16 can apparently activate ERK1/2 pathway by a time-dependent manner in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells compared with the respective control cells. To further confirm that ERK1/2 pathway is responsible for CXCR6-induced cell invasion, we blocked ERK1/2 activation by U0126, a specific inhibitor of MEK1/2 kinase in upstream of ERK1/2 signaling. The result shows that U0126 is able to greatly block the increasing invasion caused by CXCR6 overexpression in MCF-7 and MDA-231cells (Figure 3B). In contrast, CXCR6 knockdown in MDA-231^CXCR6^ cells by shRNAs, ERK1/2 activity is greatly inhibited, followed by the reduction of cell invasion (Figure 3C and 3D). Taken together, these data suggest that CXCL16 stimulation through CXCR6 activates ERK1/2 signaling pathway in BC cells, responsible for cell invasion.

**Figure 3:**
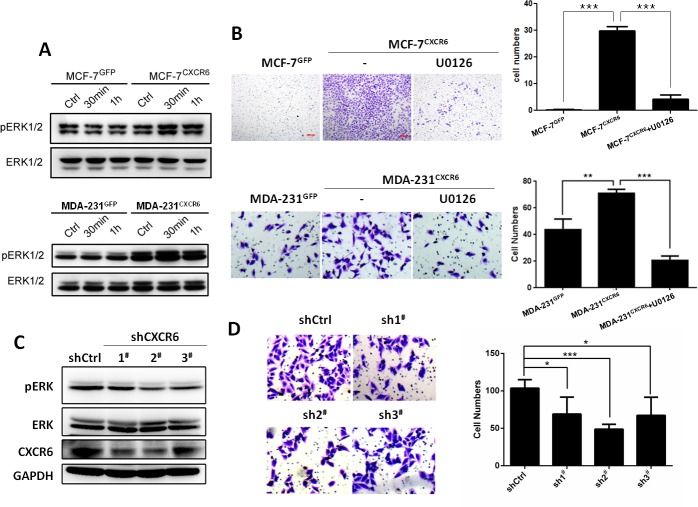
CXCL16/CXCR6 chemokine axis promotes cell invasion by ERK1/2 signalling dependant manner **A**) BC cells treated with CXCL16 (100 ng/ml) for indicated time (0, 30, 60 minutes), the pERK1/2 pathway was significantly activated in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells. The experiments were performed three times. **B**) Matrigel invasion assay showed when block the pERK1/2 pathway with U0126, the CXCR6 induced cell invasion capacities reduced in both MCF-7 and MDA-231 (^**^P < 0.01, ^***^P < 0.001). Experiments were performed 3 times; representative images of invaded cells are shown. Mean ± SD. **C**) CXCR6 knockdown by shRNA1^#^, 2^#^, 3^#^ can attenuate the pERK1/2 pathway in 231^CXCR6^ cells. The experiments were performed three times. **D**) Matrigel invasion assay showed CXCR6 knockdown by shRNA1^#^, 2^#^, 3^#^ inhibited cell invasiveness (^*^P < 0.05, ^***^P < 0.001). Experiments were performed 3 times; representative images of invaded cells are shown. Mean ± SD.

### CXCR6 modulates formation of stress fibers in an ERK1/2 signaling dependent manner

Factors that affect cellular motility or invasion include cellular polarity, cytoskeleton organization, and transduction of signals from the outside environment [19-21]. To investigate the state of cell polarity, we initially detected the expression of E-cadherin and vimentin. Western analysis show that cells treated with CXCL16 at different time points, both E-cadherin and vimentin are no significant changes (Supplementary Figure 3), suggesting that CXCL16/CXCR6 signaling is irresponsible for EMT, potentially involved in BC invasion.

In this regard, to explore potential downstream targets induced by CXCR6, we analyzed the genome-wide transcriptome profile of MCF-7^CXCR6^, MDA-231^CXCR6^ and their respective control cells by Agilent Whole Human Genome Microarrays. 

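RNA of 4 cell cultures was measured on 4 arrays, with 1 array per condition. MDA-231 is an invasive breast cancer line of the basal type, and MCF-7 is a luminal line that depends on the oestrogen receptor. The CXCR6 cells of each line carried a lentiviral CXCR6 cDNA, the GFP cells carried the GFP vector, and both had been sorted by flow cytometry and selected with G418. The RNA was labelled with Cy3 and hybridized to 1-colour Agilent arrays, all on 1 slide. The authors extracted the intensities with Agilent Feature Extraction, which subtracts the background and corrects trends across the array. They also deposited a table of log2 values that had been quantile normalized between the arrays. From the processed intensities, log2 values were taken relative to the 75th percentile of each array, since the paper's text names no normalization. Spots marked as outliers, between 380 and 555 per array, were left out, and the spots of a probe were averaged. RefSeq accessions named 24826 of the 42405 probes, which gave 19062 genes, each represented by its brightest probe. A gene was counted in a line if this probe was well above background on at least 1 of the line's 2 arrays.

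The share of probes well above background was 64.4% on the MDA-231 GFP array, 60.2% on the MDA-231 CXCR6 array, 60.7% on the MCF-7 GFP array and 58.1% on the MCF-7 CXCR6 array. No spot was saturated. Spots of the same probe had a standard deviation of 0.0512 to 0.0633 on the log2 scale where they were well above background, and of 0.324 to 0.429 where they were not. The software's own error of a log2 difference between the arrays of a line had a median of 0.205, which is 1.15-fold. This error covers the reading of the spots and not the variation between cultures, for which there were no replicates, so a fold within a line has no test and its precision is limited by the number of arrays. Where a gene was well above background on only 1 array of a line, its fold is given as a lower bound. The bound was taken against the lowest signal well above background on the dim array, or against the gene's own signal there if that was higher. It makes no allowance for the error of the signals, so a fold given as "at least" is not a guaranteed minimum. CXCR6 has 1 probe on the array, and it was not well above background on any of the 4 arrays, so the arrays give no fold for CXCR6. The files do not say whether that probe lies within the introduced cDNA. The paper's flow cytometry (Fig. 2A) and its real-time PCR (Supplementary Figure 5C) show more CXCR6 in the CXCR6 cells of both lines.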

The microarray data set has been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60484). According to fold-change (×2.0) screening between CXCR6 overexpression and its respective control, 49 genes exhibit consistent change trend in both MDA-231^CXCR6^ νs MDA-231^GFP^ and MCF-7^CXCR6^ νs MCF-7^GFP^ cell pairs, in which 35 genes are down-regulated and 14 genes are up-regulated (Supplementary Figure 4A). 

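In MDA-231 cells, 527 genes were 2-fold or more higher with CXCR6 than with GFP and 899 were 2-fold or more lower, of 14057 genes counted. In MCF-7 cells, 175 genes were higher and 261 were lower by the same rule, of 13620. The lists of the lines shared 11 genes that were higher in both and 18 that were lower in both. MDA-231 CXCR6 cells had less RNA of 12 of 23 epithelial genes and of 13 of 38 interferon response genes by the same rule, and MCF-7 CXCR6 cells of 4 of 34 oestrogen response genes.

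Among genes well above background on both MDA-231 arrays, the largest increases were those of ANGPTL4, a secreted inhibitor of lipoprotein lipase (78.3-fold), TFPI2, an inhibitor of serine proteases (27.5-fold), and the matrix metalloproteinase MMP3 (24.4-fold). The largest decreases were those of CCDC3 (39.2-fold lower), TNFRSF11B, which encodes osteoprotegerin (39.0-fold lower), and SLPI, an inhibitor of leukocyte proteases (32.3-fold lower). Of the epithelial genes counted in MDA-231, none was 2-fold or more higher. Their median log2 difference was -1.11, below all of 10000 random lists. With dim genes at their bounds it was -0.87, below all of a smaller number of random lists. The random lists were matched on mean signal over the 4 arrays of both lines, not on the signal in MDA-231, where many epithelial genes are dim. Of the desmosome genes, DSP was 21.1-fold lower and PKP2 at least 7.06-fold lower, and TACSTD2, which encodes the surface protein TROP2, was at least 15.7-fold lower. E-cadherin (CDH1) was not well above background on either MDA-231 array. Of the 12 luminal marker genes counted in MDA-231, 3 were lower and 1 was higher, with a median of -0.07 at percentile 17.9 of the random lists, or 0.298 at percentile 97.9 among the genes well above background on both arrays. Of the interferon response genes, none was higher, and their median of -0.72 was also below all random lists. OASL, an antiviral protein, was 22.6-fold lower, IFIT2 was 7.98-fold lower and the chemokine CXCL10 was at least 4.27-fold lower. Of 34 genes of matrix proteases and their inhibitors, 4 were higher and 4 were lower, at a median of -0.10 and percentile 16.9. The collagenase MMP1 was 11.3-fold higher and the protease inhibitor SERPINE2 was 14.7-fold higher, whereas the stromelysin MMP11 was at least 3.93-fold lower.

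In MCF-7, the epithelial list had a median of -0.07 at percentile 3.69, with none of 35 genes 2-fold different. This median was -0.14 (percentile 0.15) with quantile normalization, -0.15 (percentile 0.35) in the authors' values, -0.17 (percentile 0) with normexp and -0.12 (percentile 1) as the mean over probes. The interferon list had 1 of 28 genes lower and none higher, with a median of 0.06 at percentile 64.8. None of the 21 protease genes counted in MCF-7 was 2-fold different, and their median was -0.19 (percentile 0.02), or 0.022 without a filter on dim probes. Among genes well above background on both MCF-7 arrays, the largest increases besides that of ACTG2 were those of the adhesion molecule CADM4 (6.25-fold), the ubiquitin-like protein UBD (5.99-fold) and BPIFB1 (5.08-fold). Among the same genes, the largest decreases were those of VCX2 (6.94-fold lower, with its other probe 1.34-fold lower), S100A14, a calcium-binding protein (5.77-fold lower), and SLCO4C1, an organic anion transporter (5.70-fold lower). Of the oestrogen response genes, none was higher, with a median of -0.30, below all random lists. Among these, the growth factor AREG was 2.49-fold lower, TFF3 was 2.10-fold lower and IGFBP4 was 2.07-fold lower. In MDA-231, 6 of 27 genes of this list were higher and 3 were lower, with a median of 0.09 (percentile 80.8), or 0.22 (percentile 99.5) without a filter on dim probes. Of 20 luminal marker genes in MCF-7, 1 was lower and none was higher, with a median of -0.24 (percentile 0.02). Of 14 basal marker genes, 4 were lower and none was higher in MCF-7, and their median was -0.54, or -0.43 with dim genes at their bounds, below all random lists. These lists too were matched on signal over both lines, not on the signal in MCF-7, where only 14 of the 20 basal markers were counted. In MDA-231, 2 of 20 basal marker genes were higher and 3 were lower, at a median of 0.09 and percentile 80.8.

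Of the genes counted as 2-fold different, 351 higher and 503 lower ones in MDA-231 and 70 higher and 117 lower ones in MCF-7 were well above background on both arrays of the line. Only 3 of the 11 genes higher in both lines and 5 of the 18 lower in both were well above background on all 4 arrays. Among the 12691 genes counted in both lines, 305 were higher and 620 lower in MDA-231, and 93 were higher and 134 lower in MCF-7. Independent lists of these sizes would share 2.24 higher and 6.55 lower genes. Opposite directions exceeded such lists too: 18 genes were higher in MDA-231 and lower in MCF-7, against 3.22, and 22 were the reverse, against 4.54. The excess is therefore not particular to a shared direction. Across the 11864 genes well above background on all 4 arrays, the log2 differences of the lines had a Pearson's r of 0.0187 (standard deviation 0.0134 over resampled genes, which are not independent replicates). With normexp background correction and quantile normalization, 3 genes were higher and 7 were lower in both lines, and without a filter on dim probes 52 were higher and 51 were lower.

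**Figure D1:**
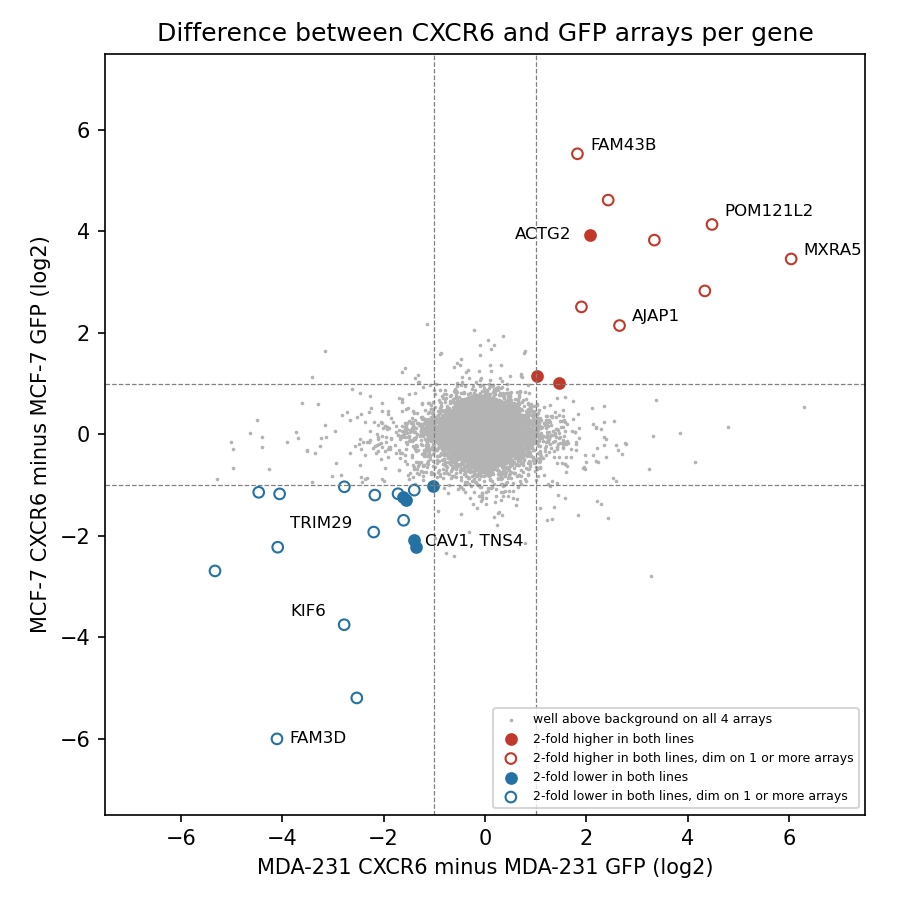
Difference between the CXCR6 and the GFP array of each gene, on the log2 scale, in MDA-231 (horizontal axis) and MCF-7 (vertical axis), with 2-fold differences as dashed lines. Grey points are genes well above background on all 4 arrays. Red points are the 11 genes higher in both lines and blue points the 18 lower in both, drawn as open circles where the gene was not well above background on every array, so that its position is not a measured fold (for COL21A1 in MDA-231, neither is the direction).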

Supplementary Figure 4C and 4D show the cluster mapping of the picked up 49 genes might participate in invasion or metastasis by the MeV 4.6 microarray analysis software. Gene ontology (GO) cellular component analysis shows the cytoskeleton is the secondly largest fold enrichment GO term (Supplementary Figure 4B), which suggesting that CXCR6 induced cell migration and invasion may involve the changes in cytoskeleton. 

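Lists of actin, microtubule and intermediate filament genes were taken as the cytoskeleton genes. They held 3 of the 29 genes that were 2-fold different in the same direction in both lines. ACTG2, an actin of smooth muscle, was higher in both lines. KIF6, a kinesin that moves along microtubules, was at least 2.78-fold lower in MDA-231 CXCR6 cells and at least 5.19-fold lower in MCF-7 CXCR6 cells. MAPT, which encodes the microtubule-binding protein tau, was at least 3.08-fold lower in MDA-231 and 2.05-fold lower in MCF-7. These 3 genes are 10.3% of the 29 (95% exact binomial interval 2.19 to 27.4%), and the 103 cytoskeleton genes counted in both lines are 0.812% of 12691 genes. The share was 1.26% of the 1426 genes 2-fold different in MDA-231 and 2.29% of the 436 in MCF-7.

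Of 36 actin stress fibre genes counted in MDA-231, ACTG2 was higher and 3 were lower, with a median log2 difference of -0.01 (percentile 25.5 of random lists). The smooth muscle actin ACTA2 was 2.60-fold lower, the nonmuscle myosin heavy chain MYH10 was 3.09-fold lower and the filamin FLNC was at least 2.11-fold lower. In MCF-7, ACTG2 was higher and the actin-binding protein TAGLN2 was 2.19-fold lower among 34 genes of this list, with a median of 0.02 (percentile 8.54). Of 50 tubulin and microtubule genes in MDA-231, 3 were higher and 5 were lower, with a median of 0.09 (percentile 88.0). In MCF-7, 1 of 52 was higher and 3 were lower, while the median of 0.25 was above all random lists. The tubulin TUBB2B was 4.58-fold higher in MCF-7 CXCR6 cells and TTLL7, which adds glutamate to tubulin, was 4.44-fold lower, with its other probe 1.59-fold lower. Of 23 intermediate filament genes in MDA-231, 2 were higher and 4 were lower, with a median of -0.10 (percentile 12.4), and the keratins KRT8 and KRT19 were 2.38-fold and at least 5.54-fold lower. In MCF-7, none of 24 was higher and 4 were lower, with a median of -0.16 (percentile 0.38), or -0.06 (percentile 3.45) among the genes well above background on both arrays and -0.09 (percentile 3.15) with outlier spots kept. Among the 4 were vimentin (VIM, 2.16-fold lower) and the keratin KRT6A (at least 3.49-fold lower). Among 48 genes of the Rho, ROCK and cofilin pathway, 2 were higher in MDA-231 and none was lower, with a median of 0.01 (percentile 46.0). These were RND3, a Rho family protein that opposes RhoA (5.07-fold higher), and DLC1, a GTPase-activating protein for RhoA (2.71-fold higher). None of the 48 was 2-fold different in MCF-7, where the median was -0.02 (percentile 6.13).

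No gene ontology annotation was at hand, so the lists of actin, microtubule and intermediate filament genes stood in for the term. They were written with the paper's genes known, so the share is not independent of the paper's choice, and the interval covers counting error only. From the place of the cytoskeleton among the enriched terms, the paper proposes that the migration and invasion induced by CXCR6 may involve changes in the cytoskeleton.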

All those genes with more than 2 fold change are showed in Supplementary Figure 5A and B. Real-time PCR was used to further confirm the above microarray results as shown in Supplementary Figure 5C.

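Of the 15 genes measured by real-time PCR that could be counted in MDA-231, the reference gene GAPDH included, 5 were 2-fold or more higher on the CXCR6 array, 7 were lower and 3 were not 2-fold different. The 7 include COL21A1, whose MDA-231 signals were too dim for a fold or a settled direction. In MCF-7, 4 of 13 were higher, 6 were lower and 3 were not 2-fold different. The study chose most of these genes from the same arrays, so the counts are not independent evidence of a direction. Of 22 pairs of a gene and a line that were 2-fold different on the arrays, the paper's real-time PCR had the same direction in 9. It lay within its 1.5-fold lines in 11, ACTG2 in MCF-7 among them, and on the other side in 2 (MXRA5 in MCF-7 and COL21A1 in MDA-231). The folds that follow are those of the arrays. AJAP1, a protein of adherens junctions, was 6.29-fold higher in MDA-231 and at least 2.32-fold higher in MCF-7. SVEP1, an extracellular matrix protein, was 5.82-fold and at least 1.86-fold higher. MXRA5, a matrix protein, was at least 13.8-fold and at least 2.28-fold higher. ZC3H12D, a zinc finger ribonuclease, was at least 5.72-fold and at least 4.82-fold higher at its brightest probe, whereas another probe differed by 1.02-fold in MDA-231 and was at least 1.29-fold lower in MCF-7. CAV1, which encodes the caveolae protein caveolin-1, was 2.62-fold lower in MDA-231 and 4.25-fold lower in MCF-7. TNS4, a tensin of focal adhesions, was 2.58-fold and 4.67-fold lower, and TRIM29 was at least 3.85-fold and at least 2.56-fold lower. MYT1, a zinc finger transcription factor, was at least 2.44-fold lower in MDA-231 and not well above background in MCF-7. COL21A1, a collagen, was 2.29-fold lower in MCF-7. The brightest probe of DEF6, an activator of Rho family GTPases, was 1.18-fold lower in MDA-231 and 1.21-fold lower in MCF-7, whereas its other probe was 2.81-fold and at least 5.31-fold higher. FRY differed by 1.01-fold in MDA-231 at its brightest probe, which was not well above background in MCF-7. Another probe of FRY was 2.56-fold lower in MDA-231 and a different one at least 3.31-fold lower in MCF-7, neither giving a fold in the other line. A further probe was too dim for a fold in MDA-231. GAPDH differed by 1.08-fold in MDA-231 and by 1.02-fold in MCF-7.

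**Figure D2:**
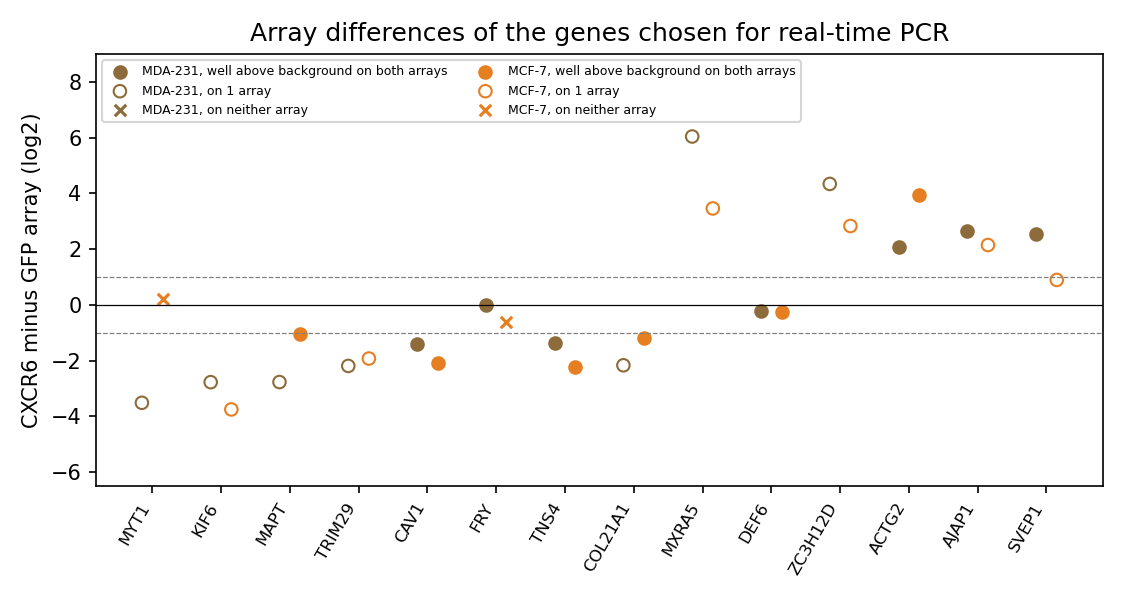
Difference between the CXCR6 and the GFP array, on the log2 scale, for the genes chosen for real-time PCR, at each gene's brightest probe. Brown symbols are MDA-231 and orange symbols MCF-7. Filled circles are genes well above background on both arrays of the line, open circles on 1 array (the position is not a measured fold) and crosses on neither. The dashed lines mark 2-fold differences.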

Among the genes markedly regulated by CXCR6 overexpression in MDA-231 and MCF-7 cells, we focused on ACTG2 (Supplementary Figure 4D and 5C), which is the monomeric form of F-actin. 

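ACTG2, which encodes the gamma actin of smooth muscle, was 4.18-fold higher in MDA-231 CXCR6 than in MDA-231 GFP cells and 15.3-fold higher in MCF-7 CXCR6 than in MCF-7 GFP cells. Its probe was well above background on all 4 arrays. In the paper's real-time PCR, ACTG2 was higher in MDA-231 CXCR6 cells, but in MCF-7 it lay within the lines drawn at 1.5-fold up and down. With normexp background correction and quantile normalization, ACTG2 was 2.76-fold higher in MDA-231. The abundant cytoplasmic actins differed far less, with 1.19-fold for ACTB and 1.16-fold for ACTG1 in MDA-231, and 1.05-fold for ACTB and 1.19-fold for ACTG1 in MCF-7. Cofilin (CFL1), which severs actin filaments, differed by 1.14-fold in MDA-231 and by 1.11-fold in MCF-7, and RHOA by 1.06-fold and 1.1-fold. The list of proteins that the study measures holds the actin genes ACTB, ACTG1 and ACTG2. The study itself stained F-actin with phalloidin and describes no assay of ACTG2 protein. Of 16 genes of this list counted in MDA-231, only ACTG2 was 2-fold different, with a median of -0.09 for the list (percentile 9.81). Of 17 in MCF-7, ACTG2 was higher and vimentin was lower, with a median of -0.06 (percentile 2.38).

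A fit with limma over all 4 arrays, with cell line as a block, tested the CXCR6 effect common to both lines in 14177 genes. For ACTG2 the mean log2 difference over the lines was 3.00 (standard error 0.524, adjusted p = 0.903 from limma), and ACTG2 was higher in both lines. No gene had an adjusted p under 0.05 from limma. An unadjusted p under 0.05 was found for 436 genes, a smaller share of the 14177 than the 0.05 expected if no gene differed. The fit has 1 residual degree of freedom, which is the difference between the lines.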

F-actin as actin stress fibers is one of the major cytoskeletal structures, closely responsible for the elevated cellular motility and invasion[22]. Here, we firstly examined the cytoskeletal morphology by immunofluorescence staining of F-actin. The result shows that actin stress fibers are somehow increased in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells compared with the respective controls even in absence of CXCL16 stimulation (Figure 4A and 4B). However, stimulation of CXCL16 induces more intense expression of actin stress fibers in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells than in the respective controls (Figure 4A and 4B). Quantitative analyses confirm the above observations (Figure 4A and 4B).

**Figure 4:**
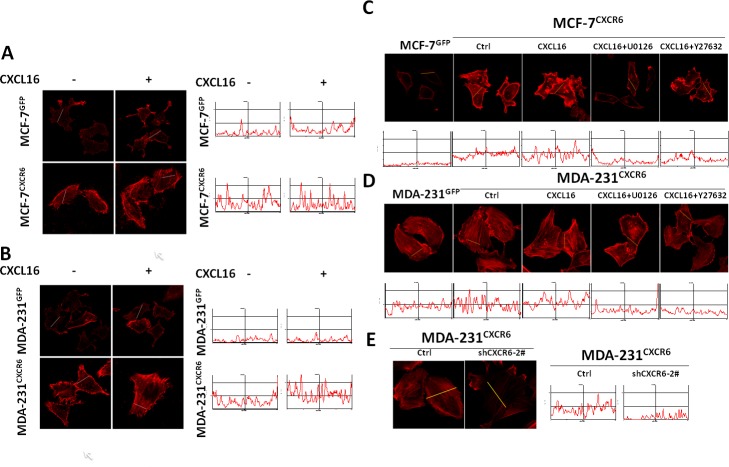
CXCL16/CXCR6 chemokine axis promotes stress fibres assembly through ERK1/2 pathway **A**) and **B**) CXCL16/CXCR6 chemokine axis promotes F-actin assembly. Cells treated with or without CXCL16 for 5 minutes, F-actin was visualized by Rhodamine-phalloidin under a Zeiss LSM 710 Laser Scanning Confocal Microscopy. The fluorescence intensity was quantified using Image Pro Plus 6.0 software. **C**) and **D**) ERK1/2 pathway involves in CXCL16/CXCR6 induced F-actin assembly. Pretreatment of cells with or without U0126 or Y27632 for 30 minutes, then continue treatment with CXCL16 for 5 minutes, F-actin was visualized as previous mentioned.

As previously reported, Rho/ROCK activation could lead to actomyosin-based contractility and actin cytoskeletal reorganization through indirectly phosphorylating cofilin and MLC, which could alter the integrity of TJ(tight junction) [23, 24]. To elucidate the mechanistic roles of CXCR6 in cytoskeleton organization, inhibitors of ERK1/2 and Rho/ROCK pathways were next used. Immunofluorescence assays show that U0126 is able to apparently block the intense expression of actin stress fibers caused by CXCR6 overexpression in both cells in presence of CXCL16 stimulation. Similar findings are observed in Y27632 treatment, an inhibitor of the Rho/ROCK pathway (Figure 4C and 4D). Quantitative analyses confirm the above observations (Figure 4C, and 4D). In contrast, reduction of CXCR6 expression by shRNAs in MDA-231^CXCR6^ cells potentially decreased the intense expression of actin stress fibers compared with the respective control (Figure 4E). To further explore the effect, we found that the phosphorylation levels of cofilin are up-regulated by CXCL16 in dose-dependent manner, suggesting that cofilin is involved in regulating process through CXCL16/CXCR6 chemokine axis. In addition, FAK is activated by CXCL16 stimulation, which may partly contributed to the enhanced cell migration and invasion (Supplementary Figure 6A).

Overall, these results suggest that CXCL16 stimulation through CXCR6 may modulate formation of stress fibers in an ERK1/2/RhoA/cofilin signaling dependent manner.

### RhoA/cofilin regulated by ERK 1/2 signaling contributes to the formation of stress fibers

The above findings also suggest that the formation of stress fibers is regulated by the small GTP-binding protein Rho. The small GTPase Rho is inactive in its guanosine diphosphate (GDP)- bound form and active in its guanosine triphosphate (GTP)- bound form, which binds to specific targets that mediate its biological functions including the formation of actin stress fibers[25, 26].

Active RhoA pull-down assays initially show that GTP-RhoA expression is increased in MCF-7 and MDA-231 control cells when treated with CXCL16 for 5 min (Figure 5A). Notable, the result also indicates that CXCR6 overexpression induces more active GTP-RhoA expression in both cells than in the respective controls, regardless of CXCL16 treatment (Figure 5A). Based on the findings, we next explore whether the activation of the ERK1/2 pathway is able to regulate RhoA activity. As shown in Figure. 5B, blocking the ERK1/2 pathway with U0126 significantly reduced the activation of RhoA in MCF-7^CXCR6^ and MDA-231^CXCR6^ cells (Figure 5B). These findings suggest that CXCL16/CXCR6 signaling pathway regulates the activity of RhoA in an ERK1/2 dependent manner.

**Figure 5:**
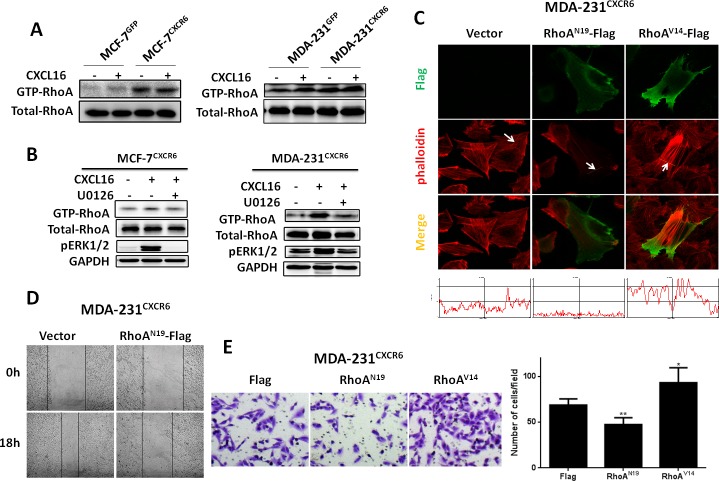
RhoA GTPase mediates F-actin assembly and BC cell migration and invasion **A**) CXCL16/CXCR6 chemokine axis promotes the activation of RhoA. **B**) Pretreatment of cells with or without U0126 for 30 minutes, then continue treatment with CXCL16 for 5 minutes, GTP-RhoA was isolated using active Rho pull-down and detect kit, total RhoA in the total cell lysates and GTP-RhoA were detected by Western- blot analysis. **C**) MDA-231^CXCR6^ cells were transfected with RhoA^V14^-flag or RhoA^N19^-flag plasmids using Lipofectamine 2000, 24 hours later, cells were fixed for immunofluorescence assay, F-actin (Red) and flag (Green) were detected under a Zeiss LSM 710 Laser Scanning Confocal Microscopy. **D**) Inactivation of RhoA in BC cells reduces migration properties. MDA-231^CXCR6^ cells were transfected with RhoA^N19^-flag or control plasmids for wound healing assay. Representative images at time points 0 and 18 hours. **E**) Matrigel invasion assay shows RhoA activity positively correlated with cell invasion. Experiments were performed 3 times; representative images of invaded cells are shown. Mean ± SD.

To further explore the role of RhoA in the formation of stress fibers, we transfected the constitutively active RhoA vector RhoA^V14^ or dominant negative RhoA vector RhoA^N19^ in MDA-231^CXCR6^ cells, either of which was tagged with three Flag-tags at C terminal. Immunofluorescence assays show that more intense F-actin formation is observed in RhoA^V14^-trensfected MDA-231^CXCR6^ cells than the control. In contrast, RhoA^N19^-trensfected MDA-231^CXCR6^ cells induce less F-actin formation (Figure 5C). Quantitative analyses confirm the above observations (Figure 5C). Moreover, wound healing assay shows that RhoA^N19^-transfected MDA-231^CXCR6^ cells significantly reduce BC cell migration and invasion, while RhoA^V14^-transfected MDA-231^CXCR6^ cells significantly enhance BC cell invasion compared with the control (Figure 5D-E). These findings suggest that the activated RhoA promotes BC cell invasion and migration, and vice versa.

Given CXCL16/CXCR6 chemokine axis promotes RhoA activation and the formation of F-actin is regulated by activity of RhoA, we transfected dominant negative RhoA^N19^ into MDA-231^CXCR6^ cells. Supplementary Figure 6B shows that phosphorylation of cofilin is inhibited by DN-RhoA^N19^. These findings suggest that the stress fibers formation by CXCL16/CXCR6 chemokine axis is potentially responsible for RhoA/cofilin pathway, which is capable of enhancing stability of stress fibers.

Taken together, these data suggest that CXCR6 expression induces the increased formation of stress fibers in BC cells, dependent on the RhoA/cofilin pathway in an ERK1/2 dependent manner, which promotes BC cell migration and invasion.

### Effect of targeting CXCR6 expression on tumor metastasis *in vivo*

To further evaluate whether CXCR6 induces tumor metastasis *in vivo*, we transplanted MDA-231-luc^CXCR6/shCXCR6-2#^ and respective MDA-231-luc^CXCR6/shCtrl^ cells tagged with luciferase into nude *balb/c* mice by tail vein injection. The results show that MDA-231-luc^CXCR6/shCXCR6-2#^cells significantly reduced lung metastasis compared with MDA-231-luc^CXCR6/shCtrl^ cells. The bioluminescence imaging noted that MDA-231-luc^CXCR6/shCtrl^ cells formed obviously more lung metastasis compared with MDA-231-luc^CXCR6/shCXCR6-2#^ cells regardless of whether the animal was imaged from ventral surface (Figure 6A) in 8 weeks. Examination of the number of micrometastasis also showed that lung metastasis was markedly decreased in MDA-231-luc^CXCR6/shCXCR6-2#^ mice compared with control mice (Figure 6B). The macroscopic findings were further confirmed by hematoxylin and eosin (H&E) staining (Figure 6C), suggesting that CXCR6 knockdown significantly inhibits BC cells lung metastasis. Additionally, pERK1/2 IHC staining showed that ERK1/2 pathway was significantly suppressed in MDA-231-luc^CXCR6/shCXCR6-2#^ group as compared with MDA-231-luc^CXCR6/shCtrl^, while ERK1/2 expressed no difference in two groups (Figure 6C). These results suggest that reducing CXCR6 expression has a significant effect on inhibiting invasion and metastasis of BC cells by inactivating ERK1/2 pathway.

**Figure 6:**
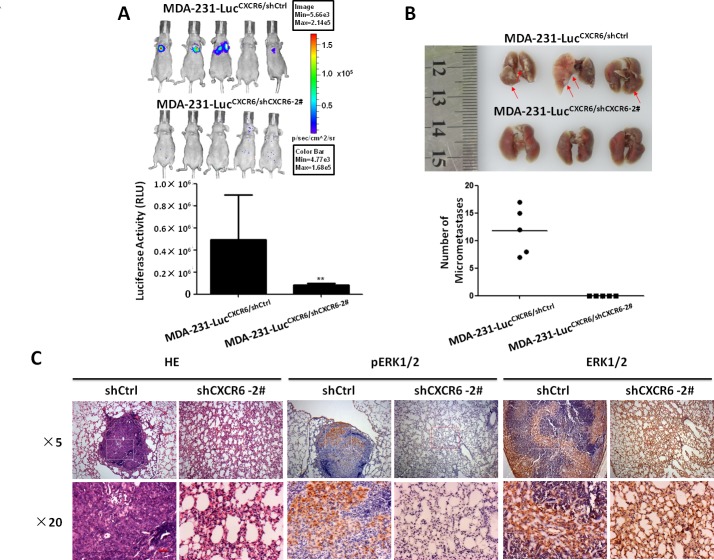
Targeting CXCR6 expression reduces lung metastasis of BC *in vivo* **A**) Targeting CXCR6 expression reduces lung metastasis in transplantable nude balb/c mouse models. Representative bioluminescence images of animals on week 8 are shown. each group n=5, mean ± SEM. **B**) Representative images of lung nodules. MDA-231-luc^CXCR6/shCtrl^ group mice have marked lung metastases as compared with respective MDA-231-luc^CXCR6/shCXCR6-2#^ group mice. Arrows point to the location of metastases. Mean ± SEM. **C**) HE staining of lung tissue and immunohistochemical evaluation of pERK1/2, and ERK in BC tumors grown in nude *balb/c* mice. Luciferase tagged MDA-231^CXCR6/shCtrl^, and respective MDA-231^CXCR6/shCXCR6-2#^ cells were respectively injected into tail vein. After 8 weeks, mice were sacrificed and lungs were harvested and processed for HE staining or immunohistochemistry staining for pERK1/2 and ERK1/2. Original magnification ×10×5 (up) and the white or red frame selected areas were enlarged to magnification ×10×20 (down), where the red bars represents 50 μm.

## DISCUSSION

CXCL16 is a type I membrane protein containing a non-ELR motif-containing CXC chemokine domain in its extracellular region. The cognate receptor for CXCL16 has been identified as CXCR6, a receptor previously shown to be a co-receptor for HIV entry (25, 26). Several groups indicated that CXCL16/CXCR6 signaling correlates with liver-specific homing [30] and lung-specific homing [31, 32] in the events of inflammation [4]. Increasing evidence has shown that CXCL16/CXCR6 chemokine axis plays multifaceted roles in a variety of cancers, including three major aspects of their activities: (1) CXCL16/CXCR6 functions as a regulator in migration and proliferation of a variety of cancer cells[3, 33-35]; (2) CXCR6 functions as a newly defined biomarker of tissue-specific stem cell [16]; (3) regulating angiogenic processes [15]. Our previous studies have demonstrated that CXCL16 signaling through CXCR6 may contribute to prostate cancer progression by serving as a proliferative signal and as a regulator of invasion [11, 36]; however, its role and mechanism of in BC development is still kept unsettled.

In this investigation, we demonstrate that a higher CXCR6 expression in nest site and metastatic lymph node is responsible for BC progression. A similar correlation has been demonstrated in patients with gliomas [37], nasopharyngeal tumors [33], rectal cancer [38], colorectal cancer [39], and melanomas [40], suggesting that CXCR6 expression is important for invasion and metastasis of multiple tumors. Moreover, we found that CXCR6 increased cell migration, invasion and metastasis, associated with increased phosphorylation of ERK1/2 proteins.

Our previous study suggests CXCR6 induces PCa progression by the AKT/mTOR signaling pathway [4]. Whether the ERK pathway is regulated by CXCL16/CXCR6 chemokine axis in PCa cells has not shown in this study. Here, our results show that ERK pathway is activated only after CXCL16 stimulating 5 minutes in both C4-2B^CXCR6^ and LNCaP^CXCR6^ cells. However, this activation is only maintained for a very short period of time (Supplementary Figure 7A). Whether the early and short activations of the ERK pathway induced by CXCL16 stimulation play a role in PCa progression needs further study. Meanwhile, we also detected the AKT/mTOR pathway in BC. The results show that the slight activation of AKT is observed in MCF-7 and MDA-231 cells, but the phosphorylation of P70S6K is rarely changed with CXCL16 treatment in different time pints regardless of CXCR6 expression in MDA-231 cells (Supplementary Figure 7B and 7C). In contrast, the ERK pathway is obviously activated in both MCF-7^CXCR6^ and MDA-231^CXCR6^ cells (Figure 3A, Supplementary Figure 7B and D). These findings suggest the ERK pathway induced by CXCL16/CXCR6 chemokine axis may play more important roles than the AKT/mTOR pathway in BC progression.

In mechanistic analyses, we uncover that RhoA, a member of Rho family GTPase, is involved in these effects. The RhoA, Rac1 and Cdc42 are prototypical members of Rho family representing three canonical sub-groups [41, 42], Different Rho GTPases can produce independent as well as redundant effects [41, 42]. During the process of cell migration, each member of this Rho family GTPase plays a distinct role. RhoA is important for regulating the formation of contractile actin-myosin filaments, which form stress fibers, and for maintaining focal adhesions at the rear of the migrating cells [41, 42].

Accumulating evidence has shown that both cancer invasion and metastasis are directly linked to activation of cofilin, which is regulated by phosphorylation status on Ser3 [43]. Cofilin and ADF (actin-depolymerization factor) are members of a family of essential conserved small actin-binding proteins that play pivotal roles in cytokinesis, endocytosis, embryonic development, stress response and tisuue regeneration [44]. In response to stimuli, cofilin often promotes the regeneration of actin filaments by severing preexisting filaments [45]. The severing activity of cofilin is inhibited by RhoA/ROCK/LIMK phosphorylation at Ser3 [46, 47]. In this investigation, we found that CXCL16/CXCR6 chemokine axis enhances activity of ERK1/2 pathway, which activates RhoA. RhoA activation could lead to actomyosin-based contractility and actin cytoskeletal reorganization through indirectly phosphorylating cofilin and MLC, which could alter the integrity of TJ (tight junction) [23, 24]. Blocking ERK1/2 activation by U0126 apparently decreased the intense expression of actin stress fibers caused by CXCR6 expression. In contrast, reduction of CXCR6 expression in BC cells potentially inhibited the effect. Similar findings were observed in these cells using Y27632 treatment, an inhibitor of the Rho/ROCK pathway. Therefore, CXCR6 expression induces activation of small GTPase RhoA in an ERK1/2 dependent manner. Moreover, it is able to inhibit the activity of cofilin, resulting in enhancing the stability of F-actin, which is associated with the invasiveness and metastasis of BC. To our knowledge, this represents the first report describing the contribution of CXCR6 to activating the ERK1/2/ RhoA/ cofilin /F-actin pathway in BC development. It is important to note that since the ERK1/2 cascade cross-talks with other pathways including AKT (Supplementary Figure. 6C), combinations of ERK1/2 pathway inhibitors with other therapeutic agents have produced synergistic effects on inhibiting tumor growth in experimental models and in some clinical trials [48, 49]. The immediate challenge is therefore to determine how ERK1/2 pathway inhibitors can be applied in a tumor-specific manner to minimize adverse effects by blocking a pathway with broad biologic significance.

In addition, we found that CXCR6-overexpressing BC cells acquired polar cell morphology and exhibited the enhanced cellular motility (40). It suggests that alteration of CXCR6 may induce Epithelial-mesenchymal transition (EMT) in the process of BC progression. However, our results show that overexpression of CXCR6 and then treatment with CXCL16 for 24 or 48 hours in BC cells didn't alter the apparent expression of E-cadherin epithelial markers and vimentin mesenchymal markers (Supplementary Figure 3). These results suggest that CXCL16/CXCR6 chemokine axis may have no function on EMT in the process of BC progression. Cell morphological changes may be due to the changes of cytoskeletal system mediated by F-actin rearrangements.

*In vivo* data show CXCR6 knockdown significantly reduced BC cells lung metastasis. In line with the finding, IHC stainings show the ERK1/2 pathway was significantly suppressed in lung metastases, suggesting that ERK1/2 pathway may play a key role in CXCR6- promoted BC cells distant metastases.

Overall, our data demonstrate a novel mechanism underlying the CXCR6 / ERK1/2/ RhoA / cofilin /F-actin pathway in the development of BC as shown a working model in Figure 7. Blocking the signaling pathway may provide a more effective therapeutic strategy for BC.

**Figure 7:**
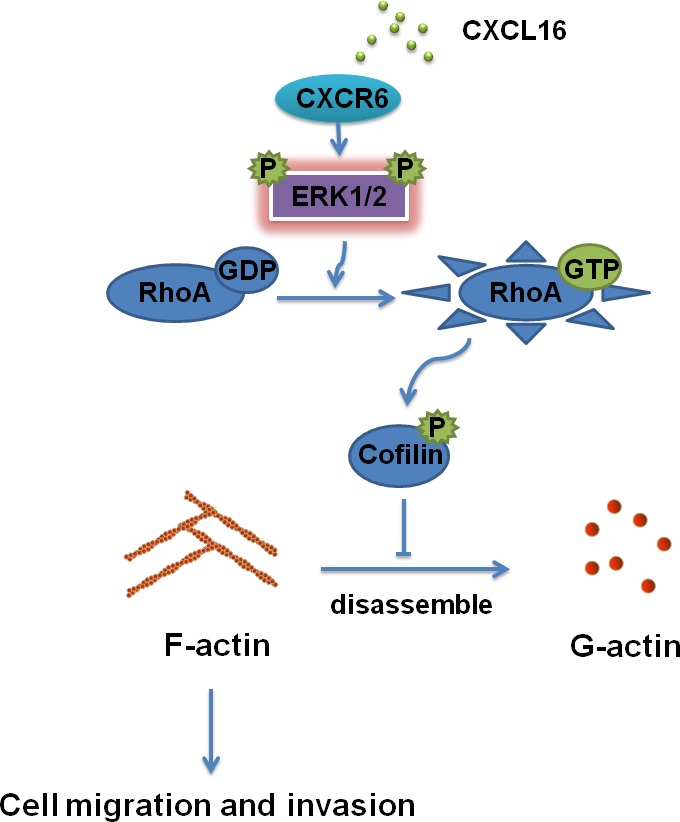
Schematic diagram showing a novel regulatory mechanism for CXCL16/CXCR6 chemokine axis -induced BC progression CXCL16/CXCR6 chemokine axis modulates activation of RhoA through activating ERK1/2 signaling pathway, which inhibits the activity of cofilin, thereby enhancing the stability of F-actin, responsible for BC invasiveness and metastasis.

## MATERIALS AND METHODS

### Cell cultures

The human breast cancer cell lines MCF-7, MDA-231, MDA-468, MDA-435, MDA-453 and SK-BR-3 were obtained from the American Type Culture Collection and cultured according to the online instructions of the manufacturer. The immortalized epithelial cell line HBL-100 (Cell Bank of Shanghai Institute for Biological Sciences, Shanghai, China) was maintained in DMEM (Hyclone) supplemented with 10% FBS (GIBCO). The human prostate cancer (PCa) cell line LNCaP was purchased from the American Type Culture Collection. The metastatic subline LNCaP C4-2B (C4-2B) cells were originally isolated from a lymph node of a PCa patient with disseminated bone and lymph node involvement. LNCaP and C4-2B cells were maintained at 37°C in an atmosphere of 5% CO_2_ in an RPMI-1640 medium supplemented 10% FBS. All BC (MCF-7^CXCR6^, MDA-231^CXCR6^) and PCa (C4-2B^CXCR6^, LNCaP^CXCR6^) cell lines stably expressing CXCR6 and the respective GFP-expressing control cells were cultivated in DMEM or RPMI-1640 (Corning Cellgro) supplemented with 100 μg/ml G418. MDA-231-luc^CXCR6/shCtrl^ and MDA-231-luc^CXCR6/shCXCR6-2#^ cells were cultivated in DMEM supplemented with 0.5 μg/ml puromysin and 100 μg/ml G418. All wild-type cell lines were tested and authenticated by DNA typing in the Shanghai JiaoTong University Analysis Core (last test in April 2013). Cells were cultured in a humidified environment containing 5% CO_2_ and held at a constant temperature of 37°C.

### Detection of CXCR6 expression by flow cytometry

Cells cultivated in 100 mm dishes were digested by 0.25% trypsin (supplemented with 0.5mM EDTA). After washed with PBS for 3 times, cells then were resuspended in an isotonic PBS buffer to a final concentration of 4 × 10^6^ cells/ml and 25 μl of cells were transferred to a 5 ml tube for CXCR6 staining. In brief, after Fc-blocked by IgG, cells were cultivated with APC-conjugated anti-CXCR6 reagent (R&D, CAT: FAB699A). Then resuspend the cells in PBS buffer for flow cytometric analysis. Details are show in the supplementary materials and methods.

### Active RhoA pull-down assays

The assays were performed with the Active Rho Pull-Down and Detection kit (CAT#: 0016116, Thermo Fisher Scientific) according to the manufacture's instruction. In brief, cells were lysed by 1×lysis buffer and the same amount of total proteins was incubated with agarose beads and GST-Rhotekin-RBD protein-binding domain. After incubation at 4°C for 1 h, the samples were washed three times with 0.4 ml of 1× lysis buffer. Following the last wash, 50 μl 2× reducing buffer was added to the samples and incubated at room temperature for 2 min. At last the samples were collected by centrifugation at 6000g for 2 min and were electrophoresed on an SDS-PAGE gel followed by western blot analysis.

### Stress fiber analysis

Cancer cells of ~30% confluence were starved for 30 min, and then treated with DMSO or inhibitors (2 μM U0126 (CAT: S1102, Selleck), 10 μM Y27632 (CAT: S1049, Selleck), 10 μM PF573228 (CAT: S2013, Selleck)) for 30 min following treated with or without 100 ng/ml rhCXCL16 for additional 5min, and then the cells were fixed with PBS containing 4% paraformaldehyde without methanol. Then cells were stained with rhodamine phalloidin according to the manufacturer's protocol (Invitrogen). More than 25 individual cells per treatment group were visualized by confocal microscopy (LSM-710META, Carl Zeiss) in each experiment. The numbers of stress fibers in each cell was quantitated as previously described [27]. Briefly, the Image Pro Plus software (Media Cybernetics, Bethesda, MD, USA) was used to generate line profiles for each cell. A graphic depiction was then generated where the x axis represented the distance across the cell, the y axis represented the level of fluorescence and each immunofluorescence intensity spike represented an individual stress fiber crossed by the line. The fluorescence intensity level of 100 was set as the cutoff of stress fiber spike, as the background intensities outside cells were never greater than this value.

### Tissue microarray and immunohistochemistry

The immunohistochemical analysis was performed using the avidin-biotin-peroxidase complex method with an anti-CXCR6, anti-pERK1/2 or anti-ERK1/2 antibody. Details are provided in the Supplementary materials and methods section.

### Construction of CXCR6 stably overexpression cells

The full-length human CXCR6 cDNA were amplified from MDA-231 cells by reverse transcription-PCR and inserted into the lentivirus vector pLenti-easy-HA. Lenti-x cells were then transfected with the pMD2.G, psPAX2 and pLenti-easy-CXCR6 expression vectors using Lipofectamine 2000 (Invitrogen). After 48 h, culture supernatants were collected, passed through 0.45 μm filters, and mixed with fresh media (1:1) and polybrene (8 μg/ml) to infect target cells. Cells with restored expression of CXCR6 were designated as MCF-7^CXCR6^, MDA-231^CXCR6^, C4-2B^CXCR6^ and LNCaP^CXCR6^, the respective controls cells infected with pLenti-easy-GFP lentiviral vectors were designated as MCF-7^GFP^, MDA-231^GFP^, C4-2B^GFP^ and LNCaP^GFP^. Then the CXCR6 positive cells and GFP control cells were sorted by flow cytometry. Stable cell lines were established using G418 selection.

### Construction of RhoA and mutated RhoA plasmids

RhoA cDNA was amplified from MDA-231 cells and were inserted into p3×FLAG-CMV-14 plasmid vector, and the RhoA^V14^, RhoA^N19^ mutation plasmids were constructed using KOD-Plus- Mutagenesis Kit (CAT: KOD-201, TOYOBO) according to the manufacturer protocal. In brief, firstly, the mutation sites were designed to N terminal of forward primer, and then use wild-type RhoA-p3×FLAG-CMV-14 plasmid as a template for reverse PCR. Secondly, digest the template plasmid by Dpn I enzyme. Thirdly, perform self-ligation of the PCR product by T4 polynucleotide kinase. Finally, Use E. coli DH5α as the transformation host for plasmids transformation. All primers are shown in supplementary Table 2.

### Western blot analysis

The expression of proteins was evaluated using western blot analysis. In brief, 2.5-5.0×10^5^ cells in 6-well plates were incubated with 100 ng/ml of rhCXCL16 (CAT#: 976-CX-025, R&D) pretreated with or without ROCK inhibitor Y-27632, the MAPK/ERK kinase 1 (MEK1) inhibitor U0126 for the designated time points. The cells were then washed in PBS and suspended in 100 μl of RIPA buffer (Pierce). Supernatant protein concentrations were determined using the BCA protein assay kit (Pierce). Supernatant samples containing 30μg total protein were resolved by 10% or 12.5% SDS–PAGE gels depending on the sizes of target proteins, transferred to Immobilon-P PVDF membranes (Millipore, Billerica, MA) by electroblotting, and then probed with anti-ERK1/2, anti-phospho-ERK1/2, anti-Cofilin, anti-phospho-Cofilin, anti-P70S6K, anti-phospho-P70S6K, anti-GAPDH, anti-RhoA, anti-E-adherin, anti-vimentin (Cell Signaling Technology), anti-CXCR6 antibodies (Epitomics). Membranes were incubated with horseradish peroxidase-conjugated secondary antibodies. Blots were developed using an ECL kit (Millipore).

### Migration and invasion assays

A wound healing assay was used to assess cell migration ability and cell invasion was examined using a reconstituted extracellular matrix membrane (CAT: 354483, BD, USA). The procedures are as our previously described [28].

### shRNA transfection

Lenti-x cells were transfected with the pMD2.G, psPAX2 and shRNA-CXCR6 plasmids or shRNA vectors (GV248 lentiviral vectors) using Lipofectamine 2000 (Invitrogen). After 48 h, culture supernatants were collected, passed through 0.45 μm filters, and mixed with fresh media (1:1) and polybrene (8 μg/ml) to infect MDA-231^CXCR6^ cells. Cells infected with three different shRNA-CXCR6 or control vectors were respectively designated as MDA-231^CXCR6/shCXCR6-1#, -2# and -3#^ and MDA-231^CXCR6/shCtrl^. Stable cell lines were established using 1 μg/ml puromysin selection. The seed sequences of shRNA-CXCR6-1#, -2# and-3# as follows: 1#: 5′-CTGAGGACAATTCCAAGACTT-3′, 2#: 5′-CTCACCATGATTGTCTGCTAT-3′, 3#: 5′-GCTTGCTCATCTGGGTGATAT-3′.

### Metastasis assay *in vivo*

The modified transplantation through tail vein injection is referred to in the report of Zheng et al [29]. Briefly, Tail vein injections were performed to determine whether knockdown of CXCR6 expression played a role in metastasis. Using a 1 ml syringe fitted with a 25-gauge needle, 5- to 6-week-old nude *balb/c* mice (Slaccas Laboratory Animal, Shanghai, China) were injected into tail vein with MDA-231-luc^CXCR6/shCXCR6-2#^ and respective MDA-231-luc^CXCR6/shCtrl^ cells (1× 10^6^/0.1 ml/mouse). After 8 weeks, bioluminescence was utilized to follow the BC cell-derived tissue metastases. The mice were injected intraperitoneally with 200 μl of 15 mg/ml luciferin prior to the Xenogen IVIS cryogenically cooled imaging system to detect the tumor metastasis.

### Statistical analysis

Statistical analyses were performed using SPSS 16.0. Differences among variables were analyzed by 2-tailed Student's t tests. Data were presented as the mean ± SD unless otherwise indicated. Chi-square test was used to analyze the CXCR6 expression differences in tissue microarray. Statistical significance was defined as *P* < 0.05.

## SUPPLEMENTARY MATERIALS AND METHODS, FIGURES AND TABLES

# Supplementary material for: CXCL16/CXCR6 chemokine signaling mediates breast cancer progression by pERK1/2-dependent mechanisms
**Source:** Oncotarget. 2015 Mar 29;6(16):14165–78. doi: 10.18632/oncotarget.3690
**Supplement:** Supplementary file 1

CXCL16/CXCR6 chemokine signaling mediates breast cancer progression by pERK1/2-dependent mechanisms

Supplementary materials and methods

Detection of CXCR6 expression by flow cytometry

Cells cultivated in 100 mm dishes were digested by 0.25% trypsin (supplemented with 0.5mM EDTA). After washed with PBS for 3 times, cells then were resuspended in an isotonic PBS buffer to a final concentration of 4×10^6 cells/ml and 25 μ l of cells transferred to a 5 ml tube for CXCR6 staining. Cells were Fc-blocked by treatment with 1 μ g of human IgG/ 10^5 cells for 15 minutes at room temperature prior to staining. Then transfer 25 μ l of the Fc-blocked cells to a 5 ml tube, add 10 μ l of APC-conjugated anti-CXCR6 reagent (R&D, Cat: FAB699A). Incubate for 30 - 45 minutes at 2-8°C. Following this incubation, remove unreacted anti-CXCR6 reagent by washing the cells twice in 4ml of the same PBS buffer. Resuspend the cells in 200 – 400 μ l of PBS buffer for flow cytometric analysis. For CXCR6 positive cell sorting assay, the APC positive cells were re-collected in a new 5 ml tube.

Tissue microarray and Immunohistochemistry

High-density tissue microarrays were constructed by US Biomax Inc using clinical samples obtained from a cohort of 192 patients including 80 cases of each invasive ductal carcinoma and invasive lobular carcinoma, 32 adjacent normal tissue or normal tissue, single core per case (Cat: BR1921a, US Biomax, USA). Paraffin-embedded tissue sections (4 μ m) were deparaffinized by xylene and rehydrated in a graded alcohol series (100%, 95%, 80% and 70%, 5 min each). After antigen retrieval in sodium citrate buffer (10 mM, pH=6.0), endogenous peroxidase was blocked by 0.3% H₂O₂ in methanol for 10 min. Tissue sections were blocked with normal goat serum (NGS, 5%) for 30 min at room temperature and then incubated with rabbit anti-human CXCR6 (1:50, Cat: ab8023, Abcam), anti-human pERK1/2 (1:100, Cat:4376S, CST) or anti ERK1/2 (1:200, Cat:9102S, CST) antibody at 4°C overnight. After washing (1×PBS, three times, 5 min each), tissue sections were

incubated with biotinylated goat anti-rabbit antibody (1:200, Vector Laboratories, Burlingame, USA) at room temperature for 30 min. Then, tissue sections were incubated with the avidin-biotin-complex-PO (Vector Laboratories, California, USA) and developed in DAB Coloring Agent (Sigma, St Louis, MO, USA). Negative controls were generated by omission of the primary antibody. The staining intensity was scored on a scale of 5 as follows: negative (-), negligible ($\pm$), weak (+), moderate (++) and strong (+++). Negative (-), negligible ($\pm$) and weak (+) were defined as low level expression of CXCR6, and the moderate (++) and strong (+++) respectively defined as median and high expression. Images were obtained using a microscope (Zeiss) with a 10 $\times$ objective lens. Chi-square test was used to analyze the CXCR6 expression differences in different tissues.

Real-Time PCR

Total RNA was extracted by Trizol reagent (Ambion, Cat: 15596018) according to the manufacturer's instructions. Less than 2 μ g RNA was reverse-transcribed into cDNA using reverse transcript kit (Takara, Cat: RR036A). Primers we are showed in supplementary table 3. PCR was performed with an ABI 7500 Fast Real-Time PCR System using SYBR Premix Ex Taq^{TM} (TLi RNaseH Plus) (Takara, Cat: RR420A). PCR protocol was performed as follows: denaturing for 3 seconds at 95 °C followed by 40 amplification cycles of annealing and extension at 60 °C for 30 seconds. After normalized to GAPDH gene, expression levels for each target gene were calculated using the comparative threshold cycle (CT) method. The Δ Ct values were calculated according to the formula Δ Ct = Ct (gene of interest) - Ct (GAPDH) in correlation analysis, and the $2^{-\Delta\Delta Ct}$ was calculated according to the formula $2^{-\Delta\Delta Ct} = 2^{-(\Delta Ct_{(experimental\ group)} - \Delta Ct_{(control\ group)})}$ for determination of relative. Data are presented as the mean $\pm$ standard deviation (SD) from three independent experiments.

Supplementary Table 1.**Statistical and quantitative analysis of CXCR6 expression in tissue microarray.**

Chi-square test was used to analyze the CXCR6 expression differences in different tissues.

		CXCR6_Expression_Levels			Total	P-Value
		low	median	high		
Type	Count	31	1	0	32	.000
	**Normal** % within Type	96.9%	3.1%	.0%	100.0%	
	Count	1	62	96	159	
	**Tumor** % within Type	.6%	39.0%	60.4%	100.0%	
	Count	32	63	96	191	
	**Total** % within Type	16.8%	33.0%	50.3%	100.0%	

Supplementary Table 2.**Vectors and primers used in plasmids construction.**

Gene	vector	Forward primer	Reverse primer
CXCR6	Lenti-easy-HA	TAGGGGTACCGCCGCCACCAT	ATTGGGATCCTAACTG
		GGCAGAGCATGATTACCATG	GAACATGCTGGTGGCC
RhoA	p3×Flag-CMV-14	TATAGGTACCGCCGCCACCAT	AATTGGATCCCAAGAC
		GGCTGCCATCCGGAAGAAAC	AAGGCACCCAGATT
RhoA ^{V14}	pMSCVpuro	GTAGCCTGTGGAAAGACATGC	ATCACCAACAATCACC
		TTGCTCA	AGTTTCTTC
RhoA ^{N19}	pMSCVpuro	AACTGCTTGCTCATAGTCTTCA	CTTTCCACAGGCTCCA
		GCAAGG	TCACCAACA

Supplementary table 3.

Primers used in the Real-Time PCR.

**Gene**	**Forward primer**	**Reverse primer**
MYT1	ACACCTCTCACACCTCTG	CTCGTCCTTGTCATCATCC
KIF6	CGATGTCTGTGATGTGAATG	TTGATGAAGGCGATGATGT
MAPT	CCACTGAGAACCTGAAGC	TTGCCTAATGAGCCACAC
Trim29	GCTGTGGACCAAGTGAAG	GAGTCGCTGATGCTATGC
CAV1	GAGCGAGAAGCAAGTGTA	ACAGTGAAGGTGGTGAAG
FRY	GAGCCGTTCTTCCTTCAG	CAGCATCATACACCTTCCTA
TNS4	ACCTTGACTCCTACATTGAC	GGCTTCAGATTCCTCCTTC
COL21A1	TGCCAAGTCCTCACGAT	CTGAACCAACACCAATAGC
MXRA5	GATGGCACTCTCCTTATTCA	AATCCACACCGTCTTCCT
DEF6	ATGAAGAATCTGTGCGAATC	CTCTGCTGTGCCATCTC
ZC3H12D	CTACGACGACCGCTACAT	GCTCAGGAAGTTGCTCAG
ATCG2	GTGCGAGACATCAAGGAG	AAGGAAGGCTGGAAGAGG
AJAP1	CTGCTCTCATCACAACCTCT	CTCTCCTCCTGCTGGTT
SVEP1	GTCTCCTGCTACACATTCA	CTGCCATTCCAAGTTCCA
CXCR6	CAGGAGGAGCATCAAGAC	GGATATGACCAGCACCAG
GAPDH	ACGGATTTGGTCGTATTGGG	CGCTCCTGGAAGATGGTGAT

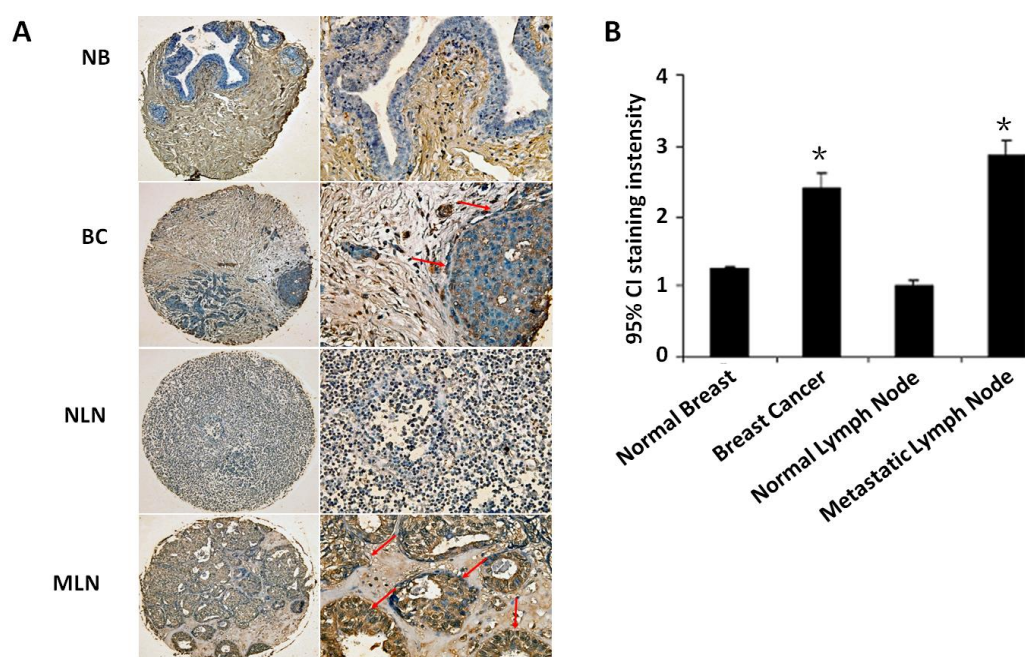

Supplementary Figure 1

CXCR6 expression in human breast cancer tissue microarray

A) immunohistochemical evaluation of CXCR6 in a human breast cancer tissue microarray (Cat: ARY-HH0058, Columbus, OH). Representative microscopic images of normal breast (NB), breast cancer (BC), normal lymph node (NLN) and metastatic lymph node (MLN) tissues stained with an anti-human CXCR6 antibody. The right pictures are the enlarged diagrams of their corresponding left pictures.

B) Chi-square test was used to analyze the CXCR6 expression differences in different tissues.

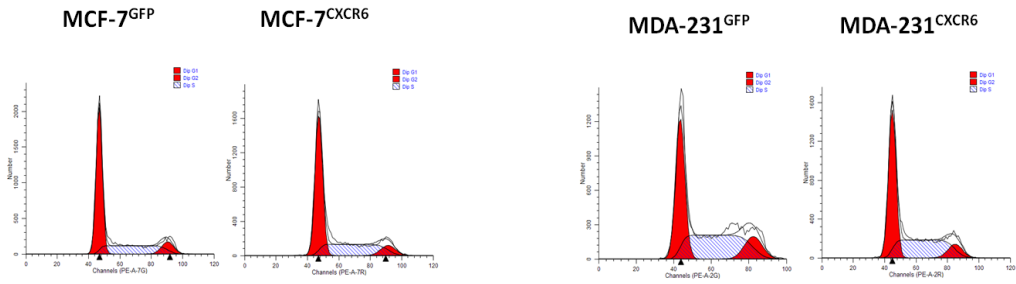

Supplementary Figure 2

CXCR6 has no effect on the cell cycle distribution. 1×10^6 MCF-7^{CXCR6}, MDA-231^{CXCR6} and their respective control cells were collected for cell cycle analyses by FACS, both MCF-7 and MDA-231 cell pairs show a similar cell cycle distribution.

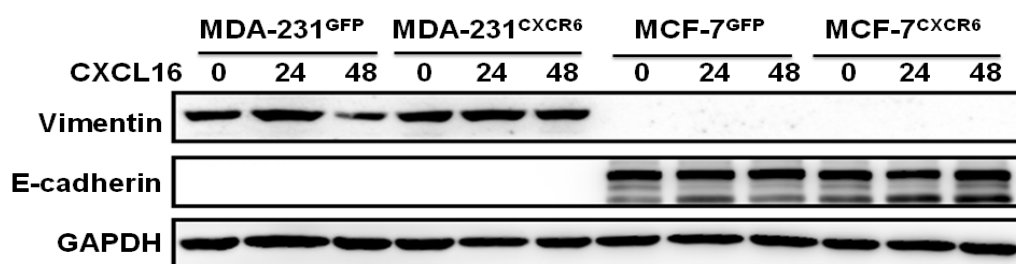

Supplementary Figure 3

The role of EMT by CXCL16/CXCR6 chemokine axis in breast cancer cell

CXCL16/CXCR6 chemokine axis has no effect on the expressions of E-cadherin and Vimentin in MDA-231^{CXCR6}, MCF-7^{CXCR6} and their respective control cells. Cells treated with CXCL16 (100 ng/ml) for indicated time points, expressions of E-cadherin and Vimentin were analyzed by western blot.

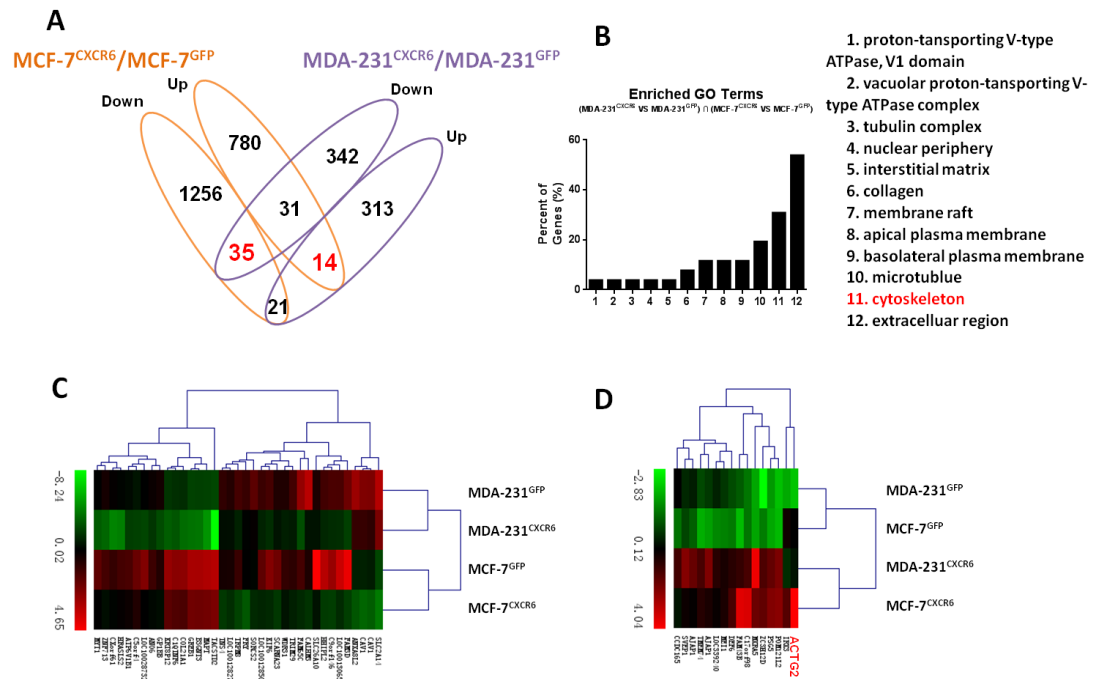

Supplementary Figure 4

CXCR6 modulates cytoskeleton in breast cancer cells.

A) Venn diagram shows the overlap of differentially expressed genes (fold change ≥ 2) in the two cell groups.

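Besides the genes that the 2 lines share in the same direction, 498 genes were 2-fold or more higher and 859 were lower in MDA-231 CXCR6 cells without a 2-fold difference in MCF-7. In MCF-7 CXCR6 cells, 142 genes were higher and 225 were lower without a 2-fold difference in MDA-231. These counts include genes that were not counted in the other line, where no difference could be called. Of the 527 higher and 899 lower genes of MDA-231, 305 and 620 were counted in both lines. Of the 175 higher and 261 lower genes of MCF-7, 93 and 134 were. A further 18 genes were higher in MDA-231 and lower in MCF-7, and 22 were lower in MDA-231 and higher in MCF-7. Independent lists as long as those of the lines among the genes counted in both would share 3.22 and 4.54 genes in these opposite directions. Among the first were AREG, a ligand of the epidermal growth factor receptor (4.65-fold higher in MDA-231), VCX2 (9.72-fold higher) and NT5E, which encodes the ecto-enzyme CD73 (3.73-fold higher, and in MCF-7 lower with a bound of 1.28-fold, which does not settle a 2-fold difference). Among the second were RNASE4, a secreted ribonuclease (2.19-fold lower in MDA-231 and 4.49-fold higher in MCF-7), the chemokine CCL26 (2.61-fold lower and 2.17-fold higher) and the integrin ITGB8 (2.04-fold higher in MCF-7).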

B) Significant GO terms of differentially expressed genes. A bar plot is generated from the top 12 GO containing the largest fold enrichment of differentially expressed genes. The plot gives a more intuitive view of the significant GO terms. The cytoskeleton is the secondly largest fold enrichment GO (Red font).

C) Clustering map of 35 down regulated genes.

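Of the 18 genes lower in both CXCR6 lines, CAV1, FAXDC2, HCAR3, SORCS2 and TNS4 were well above background on all 4 arrays. FAXDC2 was 2.95-fold lower in MDA-231 and 2.46-fold lower in MCF-7. SORCS2, a sorting receptor of neurons, was 3.08-fold and 2.37-fold lower. HCAR3, a receptor for hydroxylated fatty acids that was singled out after its values had been seen, was 2.04-fold and 2.02-fold lower. FAM3D, a secreted protein, was at least 3.72-fold lower in MDA-231 and at least 14.8-fold lower in MCF-7. HHIPL2 was at least 3.38-fold and at least 11.9-fold lower, RIPOR3 was at least 8.18-fold and at least 2.65-fold lower, and CALHM3 was 17.0-fold and at least 4.61-fold lower. PLAAT2, a phospholipase, was at least 4.64-fold lower in MDA-231 and 2.26-fold lower in MCF-7, and the cancer-testis antigen CT83 was at least 4.68-fold and 2.21-fold lower. The bounds of ATP6V1B1, a subunit of the proton pump, and of WDR31 in MDA-231 were 1.13-fold and 1.23-fold, and that of WDR31 in MCF-7 was 1.44-fold, so these signals do not settle a 2-fold difference. Nor do the MDA-231 signals of COL21A1, which give no fold.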

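Of the 11 genes higher in both CXCR6 lines, ACTG2, IRX3 and MAGEC1 were well above background on all 4 arrays. IRX3, a homeobox transcription factor, was 2.75-fold higher in MDA-231 and 2.03-fold higher in MCF-7, and the cancer-testis antigen MAGEC1 was 2.04-fold (1.71-fold at its other probe) and 2.22-fold higher. The other genes were not well above background on 1 or both GFP arrays. FAM43B was at least 2.63-fold higher in MDA-231 and at least 11.5-fold higher in MCF-7, and SPMAP1 was at least 2.13-fold and at least 7.15-fold higher. POM121L2 was at least 4.99-fold and at least 3.98-fold higher, and PSG5, a glycoprotein of pregnancy, was at least 3.31-fold and at least 3.27-fold higher. TMEM74 was at least 2.44-fold higher in MDA-231, and its bound in MCF-7 was 1.22-fold.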

D) Clustering map of 14 up regulated genes. Columns represent genes; rows represent experimental cells. ACTG2 (Red font) as an F-actin monomer protein gene was significantly unregulated in MCF-7^{CXCR6} and MDA-231^{CXCR6} cells compared with their respective control cells.

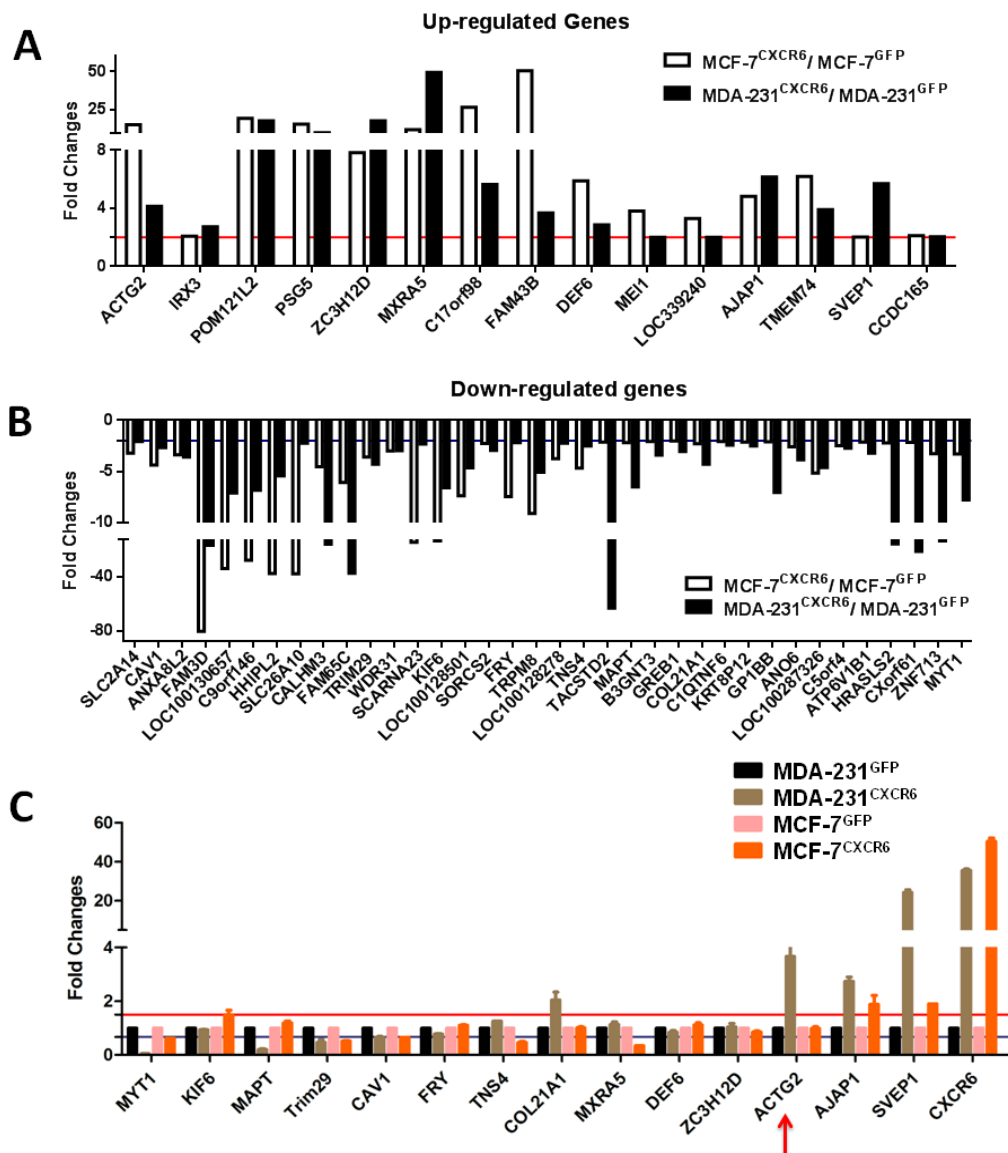

Supplementary Figure 5

Genes changed more than 2-fold regulated by CXCR6 overexpression in breast cancer cells.

A) and B) respectively shows the fold changes of 14 up-regulated and 35 down-regulated genes analyzed by Agilent Whole Human Genome Microarrays. 

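The up-regulated panel prints 15 gene names, of which 14 could be tied to a gene on the array. Of these 14, 12 were 2-fold or more higher in MDA-231, 11 in MCF-7 and 10 in both lines. The down-regulated panel prints 36 names, of which 25 could be tied to a gene. Of these 25, 20 were 2-fold or more lower in MDA-231, 16 in MCF-7 and 16 in both lines. GREB1, an oestrogen-induced gene, was at least 1.62-fold higher in MDA-231 at its brightest probe (log2 difference -0.24 as the mean over its probes). Another probe of GREB1 was at least 1.15-fold lower in MDA-231 and 1.99-fold lower in MCF-7. The study drew these names from the same arrays, so the tallies are not independent evidence. Counting a gene if any of its probes was 2-fold different, 11 of the 14 and 19 of the 25 were so in both lines. These counts take the log2 difference as it is, even for a probe dim on 1 array, and the probe may differ between the lines. They include FRY, from different probes, and ANO6, from dim signals. MTCL1, a microtubule-binding protein, was 2.01-fold higher in MDA-231 and at least 1.96-fold higher in MCF-7. C1QTNF6 was 2.59-fold lower in MDA-231 and 1.96-fold lower in MCF-7, and B3GNT3, a glycosyltransferase, was at least 2.36-fold and 1.97-fold lower. ZNF713 differed by 1.23-fold and 1.12-fold at its brightest probe, whereas its other probe was at least 2.97-fold and 3.37-fold lower. ANO6, a calcium-dependent scramblase, differed by 1.38-fold and 1.23-fold at its brightest probe, with its other probe too dim for a fold in MDA-231 and at least 1.52-fold lower in MCF-7, and TRPM8 was not well above background on any array.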

The red line represents upregulated 2-fold, the blue line represents downregulated 2-fold.

C) Real-time PCR was used to further confirm the change trends of interesting genes showed in A) or B). The red line represents upregulated 1.5-fold, the blue line represents downregulated 1.5-fold.

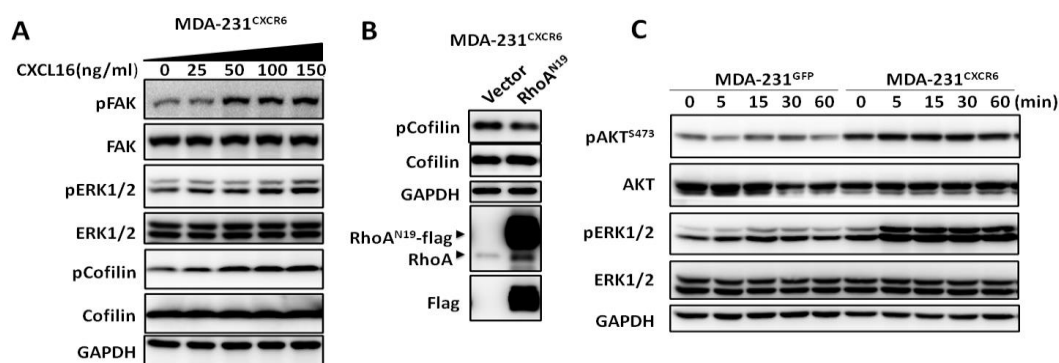

Supplementary Figure 6

CXCL16/CXCR6 chemokine axis activates the ERK1/2, AKT and FAK pathways and inhibits cofilin activity.

A) CXCL16 significantly activates the pERK1/2 pathway in MDA-231^{CXCR6} cells, but not in MDA-231^{GFP} cells. However, the activity of the AKT pathway is higher in MDA-231^{CXCR6} than MDA-231^{GFP} cells whether treatment with CXCL16 or not.

B) MDA-231^{CXCR6} cells exhibit phosphorylation of FAK, ERK and cofilin in response to CXCL16 stimulation in dose-dependent manner. Cells treatment with 100ng/ml of CXCL16 for 5 minutes, the phosphorylation status of FAK, ERK and cofilin were detected by western blot analysis.

C) DN-RhoA^{N29} promotes cofilin activity by reducing the phosphorylation of cofilin in MDA-231^{CXCR6} cells. MDA-231^{CXCR6} cells transfected with flag-tagged RhoA^{N19} or vector plasmids for 24 hours, the phosphorylation status of cofilin was detected by western blot analysis.

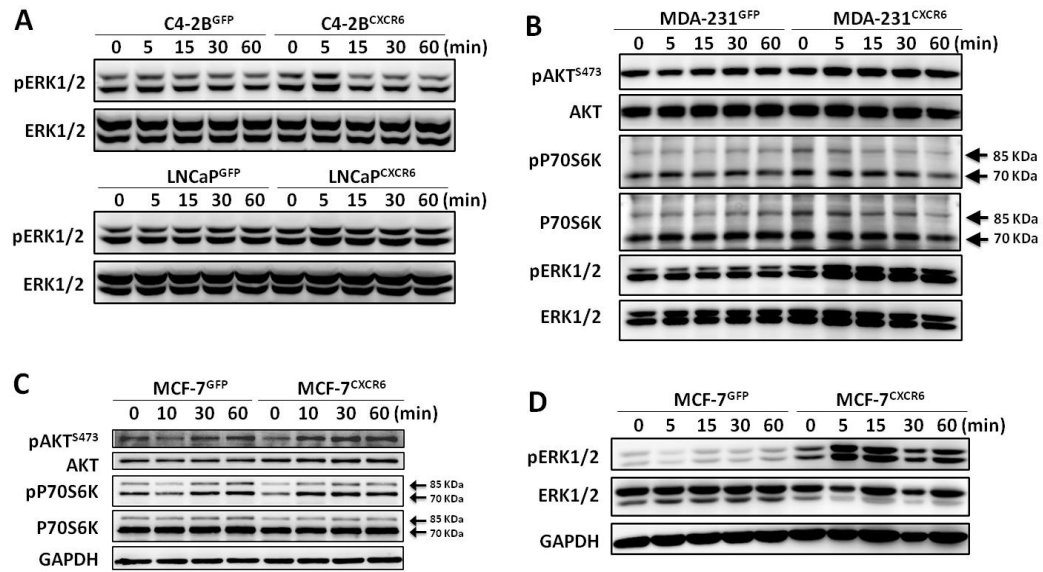

Supplementary Figure 7 Legend

The AKT/mTOR and ERK1/2 pathways are induced by CXCL16/CXCR6 chemokine axis in breast cancer and prostate cancer cells.

A) and D) The ERK1/2 pathway was detected in C4-2B^{CXCR6}, LNCaP^{CXCR6} and MCF-7^{CXCR6} and their respective control cells after treatment with 100 ng/ml CXCL16 for the indicated times.

B) The AKT/mTOR and ERK1/2 pathways were detected in MDA-231^{CXCR6} and MDA-231^{GFP} cells after treatment with 100 ng/ml CXCL16 for the indicated times.

C) The AKT/mTOR pathway was detected in MCF-7^{CXCR6} and MCF-7^{GFP} cells after treatment with 100 ng/ml CXCL16 for the indicated times.

For **B)** and **D)**, the representative figures show that after detected the phosphorylation status of AKT, P70S6K or ERK1/2, the PVDF membranes were stripped and used for their respective total protein detection.

How the deposited data were processed for this re-analysis (not part of the article)

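Gene expression was measured in 4 cultures: MDA-231 and MCF-7 breast cancer cells carrying either a lentiviral CXCR6 cDNA (CXCR6) or the GFP vector (GFP), with 1 array for each line and vector. The condition of each array was taken from its label in the public record, and every array could be placed. All 4 arrays were Agilent 1-colour arrays with Cy3-labelled RNA on the same slide.

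The authors deposited the intensity values of each array as written by Agilent Feature Extraction 10.7.1.1, with the background subtracted and spatial trends removed, raised to a surrogate where the signal was low, and not normalized between arrays. The file of the MDA-231 CXCR6 array was deposited with its intensity values rounded to 3 significant digits. The authors also deposited a table of log2 values whose 4 columns have the same distribution, which shows quantile normalization between the arrays. That table holds 42545 probes, 140 of them controls.

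From the processed intensities, spots with an outlier mark were left out, the log2 values were taken, the 75th percentile of each array was subtracted, and the spots of a probe were averaged. Each array had 62976 spots, of which 58717 were not controls, for 42405 probes. Of these probes, 34085 had 1 spot, 7321 had 2 and 999 had 10. The number of probes well above background was 27304 for MDA-231 GFP, 25539 for MDA-231 CXCR6, 25739 for MCF-7 GFP and 24634 for MCF-7 CXCR6, and the number of genes was 13835, 13198, 13428 and 13111. Probes were named through their RefSeq accessions: 23475 of 24244 NM accessions, 1350 of 1581 NR accessions and 1 of 1134 XM accessions had a current symbol. The 489 XR accessions and 2790 Ensembl transcripts had none, and these probes were left out of gene counts. A gene was represented by its brightest probe.

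The comparison within a line was the CXCR6 array minus the GFP array. A gene was counted if it was well above background on at least 1 of these 2 arrays, and called different at 2-fold or more, the threshold of the paper. With 1 array per condition there is no test within a line. A gene well above background on 1 array only is given a lower bound of its fold, computed against the lowest signal well above background on the dim array or the gene's own signal there, whichever was higher. If that bound had the opposite sign, or neither array was well above background, no fold is given. The bound makes no allowance for the error of the signals. Genes shared by the lines were set beside the number that independent lists of the same sizes would share. The effect common to both lines was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with the cell line as a block, for genes well above background on at least 2 arrays. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The block pairs the arrays by cell line, as their labels give it.

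The 27 gene lists were written before the data were examined: AKT mTOR, ERK cascade, ERK target genes, Rho ROCK cofilin, V-ATPase, actin stress fibre, basal MDA-231 markers, cell cycle, chemokines and receptors, collagens, epithelial, genes of the RT-PCR, housekeeping, hypoxia, integrin and focal adhesion, interferon response, intermediate filaments, leukocyte markers, luminal MCF-7 markers, matrix proteases and inhibitors, mesenchymal, oestrogen response, proteins the study measures, tubulins and microtubule proteins, unfolded protein and heat shock, and the names printed in the 2 panels of Supplementary Figure 5. The median log2 difference of each of the first 25 lists was placed among 10000 random lists matched on mean signal in 20 bins. The percentile describes these arrays and is not a test between conditions. The 139 genes of the actin, microtubule and intermediate filament lists stood in for the cytoskeleton.

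The genes named in the text were chosen by a rule set at the same time, which gave 167 genes. It took every gene of the real-time PCR, of the proteins the study measures and of Supplementary Figure 5, some of whose values the paper prints. It also took, for each line, the 10 largest increases and the 10 largest decreases among genes well above background on both arrays, and in each direction the 10 genes with the largest smaller fold of the 2 lines. From each list it took up to 4 members per line with the largest difference of 2-fold or more. Genes outside this rule are marked as chosen after their values were seen.

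The calls were tested on simulated data made from 11864 genes. With only signal error added, 2-fold calls recovered 99 and 100 of 100 genes simulated at a log2 difference of 1.5 in MDA-231 and MCF-7, and limma with the block recovered 100 of 100. With the real differences shuffled among genes in each line, limma recovered 1 of 100 genes at a log2 difference of 1.5 and 89 of 100 at 3.0. There the 2-fold calls also took 624 unchanged genes in MDA-231 and 128 in MCF-7, which carry the shuffled differences. All simulated genes were well above background on all 4 arrays, and the difference put in was the same in both lines. The recovery thus does not carry over to genes such as ACTG2, with log2 differences of 2.06 and 3.94. Alternatives were scaling to the median of each array, quantile normalization, normexp background correction (offset 50) with quantile normalization, the authors' log2 values, no filter on dim probes, a filter on both arrays of a line, bounds in place of dim signals, the mean over the probes of a gene, outlier spots kept, thresholds of 1.5-fold and 3-fold, probes in place of genes, and limma without the block. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.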

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

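The tests of exchanged labels, of the CXCR6 probe's position and of MCF-7 cells in the MDA-231 GFP culture were chosen only after the result was seen.

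Gene lists whose RNA the paper does not report on had a median log2 difference of over 0.2 in size and outside the central 95% of random lists: in MDA-231, collagens at -0.285, ERK target genes at 0.279, epithelial genes at -1.11, interferon response genes at -0.715 and hypoxia genes at 0.249. In MCF-7 these were collagens at -0.297, basal markers at -0.54, luminal markers at -0.241, oestrogen response genes at -0.3, cell cycle genes at 0.241 and hypoxia genes at 0.267. Some lists had medians on opposite sides in the lines: MDA-231 minus MCF-7 was 0.444 for ERK target genes and -0.336 for cell cycle genes, differences that were not tested. With genes well above background on both arrays, the MCF-7 median of ERK target genes was 0.047 (percentile 58.9), on the same side as that of MDA-231, and it lay inside the central 95% without a filter (percentile 5.2), with quantile normalization (10.4), with normexp (7) and in the authors' values (12.1). The collagen median of MDA-231 lay inside the central 95% with bounds for dim signals (-0.146, percentile 7.6) and without a filter (-0.00128, percentile 15.4). Among genes well above background on all 4 arrays, 12 were 2-fold higher in MDA-231 CXCR6 and 2-fold lower in MCF-7 CXCR6 cells, and 9 were the reverse, which was not tested either. The difference between the lines was 6.08 (log2) for VCX2 at its brightest probe, and 4.09 for GPNMB, -4.80 for ZMAT4 and 3.42 for TRMT2B, which were chosen after their values were seen.

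The differences of the lines between CXCR6 and GFP were nearly unrelated across genes. Noise of dim genes is argued against by a Pearson's r of 0.0491 among the 3955 brightest genes (standard deviation 0.0201 over resampled genes), which stays under the 0.1 that had been set for rejecting noise. The normalization is argued against by an r of 0.00708 to 0.0217 over the other normalizations and the authors' values. Scaling to the median cannot change r, and the authors' values are themselves quantile normalized, so this rests on quantile normalization and normexp. A response to CXCR6 that differs between the lines and a drift between separately sorted and selected cultures may both give such a pattern, and neither was tested, since there were no replicate cultures.

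CXCR6 was not well above background on any array, although the paper's flow cytometry and real-time PCR run towards more CXCR6 in the CXCR6 cells. An exchange of the CXCR6 and GFP labels within a line cannot be judged from this probe, since 0 of the 2 arrays labelled GFP and neither of those labelled CXCR6 had it well above background. A candidate explanation is a CXCR6 probe outside the sequence of the transgene (the array has 1 CXCR6 probe), which cannot be told apart from a probe that hybridizes poorly, because the files give no sequence for the CXCR6 probe. For other genes, 22 pairs of a gene and a line were 2-fold different on the arrays. Beyond its 1.5-fold lines, the paper's real-time PCR runs the labelled way in 9 of these and the other way in 2. It lies within those lines in 11, for which no direction was taken. Of the 2, COL21A1 in MDA-231 has no settled direction on the arrays. These pairs do not settle the labels.

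More genes differed in the MDA-231 pair than in the MCF-7 pair. Normalization, and brightness as far as normalization removes it, are argued against by a ratio of the lines' counts of 2.96 to 4.49. That range spans the other normalizations and the authors' values. The ratio was 2.32 without a filter on dim probes and 2.16 at 1.5-fold. The 75th percentile of the signals was 665.5 for MDA-231 GFP and 492 for MDA-231 CXCR6, against 521.3 and 498.5 in MCF-7. Normalization need not remove every effect of such a difference. A few MCF-7 cells in the MDA-231 GFP culture might also give its higher epithelial RNA. The median share of MCF-7 cells that 11 epithelial genes would need is 3.1%, but the genes call for shares from 0.0544 to 85.2%, and 68.5% of the 111 genes that 3.1% would bring well above background were not so in MDA-231 GFP. A larger response of MDA-231 cells, a drift between its cultures and effects of brightness that normalization leaves stay open, untested.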

How the results depend on the processing

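Each alternative changed 1 choice, or the background correction and normalization together. The 2-fold counts of each line and of both lines in the same direction stayed within 1.5 times under scaling to the median, quantile normalization, the authors' values, bounds for dim signals, the mean over probes and outlier spots kept, although the count lower in MCF-7 only was 149 with bounds, against 225. Under the others some did not. With normexp and quantile normalization, 251 genes were higher and 396 lower in MDA-231 (527 and 899 in the main setting), 55 and 89 in MCF-7 (175 and 261), and 3 and 7 in both lines (11 and 18). Without a filter on dim probes, 920 genes were higher in MDA-231, 402 higher and 493 lower in MCF-7, and 52 higher and 51 lower in both lines. With genes well above background on both arrays, the counts were 351 and 503, 70 and 117, and 3 and 5. At 1.5-fold they were 1298 and 1807, 615 and 825, and 59 and 134. At 3-fold they were 248 and 473 and 91 and 109, with 7 lower in both. For probes in place of genes they were 1074 and 1731, 456 and 704, and 21 and 47. Fewer or more genes or probes are eligible by construction under the filters, thresholds and probe counts. For normexp the cause was not tested. Scaling to the median moved the median of all genes from 0.0381 to 0.141 (log2) in MCF-7 and from 0.00397 to 0.0775 in MDA-231, and the share of higher genes among the calls from 40.1 to 50.1% in MCF-7 and from 37 to 42.2% in MDA-231.

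The log2 difference of ACTG2 was 1.46 in MDA-231 and 3.73 in MCF-7 with normexp. The correlation of log2 fold changes between the lines was 0.0366 with no filter and 0.0341 with the bound for dim signals. The share of cytoskeleton genes stayed within the exact interval of the main share under each alternative tried for it. CCL21 in MCF-7 reversed to 1.28 with normexp and to 0.82 as the mean over probes, and GREB1 in MDA-231 to -0.24 as the mean over probes. Of the list medians outside the central 95% of random lists, 3 changed sign, all in MCF-7: ERK target genes to 0.047 with genes well above background on both arrays, matrix proteases to 0.022 without a filter, and proteins the study measures to 0.040 with scaling to the median, which shifts all genes of the line alike and leaves this list at percentile 2.1. The causes of the other reversals were not tested. A further 48 of 297 values of list medians inside the central 95% changed sign, so these medians carry no direction. Of 2499 values of named genes under the alternatives, 2231 stayed within the gene's signal error, 265 moved without reversing a call (most of them under normexp) and 3 reversed. Of 450 list medians, 347 stayed within the standard deviation of random lists, 100 moved (26 under scaling to the median) and the 3 above reversed.

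With limma, no gene passed under any alternative, with a lowest adjusted p of 0.731 to 1. With no replicate block (cell line left out), 0 genes passed, 15 had an unadjusted p under 0.05, and ACTG2 had a log2 effect of 3.00 (adjusted p = 1, against 0.781 to 0.934 over the other alternatives) with a standard error of 1.86, against 0.524 with the block. With 0 genes passing in each fit, the count says nothing about stability. Leaving out a line could not be fitted, since it leaves no residual degrees of freedom. Signals near background limit the folds of dim genes.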

Differences from the paper's values

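The paper counts 49 genes 2-fold different in the same direction in both lines and 29 were found here. Of the alternatives set before the data were examined, quantile normalization (33), the authors' values (33) and probes in place of genes (68) fall within 1.5 times, and scaling to the median, normexp with quantile normalization, no filter, both arrays well above background, bounds, the mean over probes, outlier spots kept, 1.5-fold and 3-fold do not. Of these genes the paper counts 35 as lower and 18 were found here. No filter (51) and probes in place of genes (47) fall within 1.5 times, and the other alternatives do not. The paper states a threshold of 2-fold and the text gives no filter on dim probes.

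In the Venn diagram of Supplementary Figure 4A, read by eye, about 780 genes of the paper are higher in MCF-7 only and 142 were found here, and about 1300 are lower in MCF-7 only and 225 were found here. No alternative set before the data were examined comes within 1.5 times, the highest counts being 463 higher (1.5-fold) and 618 lower (probes). The paper's diagram has about 310 genes higher in MDA-231 only and 498 were found here, with normexp (242), both arrays well above background (336), bounds (447) and 3-fold (234) within 1.5 times and the other alternatives not. It has about 340 genes lower in MDA-231 only and 859 were found here, with normexp (387), both arrays well above background (489) and 3-fold (461) within 1.5 times and the other alternatives not.

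The paper's diagram shows more genes in MCF-7 than in MDA-231. Here 1426 genes were different in MDA-231 and 436 in MCF-7. The lines of the diagram were taken from its own labels, which nothing in the files checks. Set beside the diagram's values of the other line, a comparison chosen after the values were seen, the counts without a filter on dim probes (818 higher and 1064 lower in MDA-231 only, 305 higher in MCF-7 only, and those lower in MCF-7 only) all lie within 1.5 times. The counts of probes and those at 1.5-fold do so except for the genes lower in MCF-7 only (618 and 603), and none of the main counts does. Such an exchange leaves the genes shared in the same direction as they are, and without a filter these were 103 against the paper's count. It would swap the groups of opposite direction. Without a filter, 50 genes were higher in MDA-231 and lower in MCF-7 and 45 the reverse, against about 31 and 21 after an exchange, neither within 1.5 times. In the main setting they were 18 and 22, against about 21 and 31 with the lines as labelled, both within 1.5 times. The panels of Supplementary Figure 5 print 15 and 36 names, 1 more each than the text counts. Of these names 14 and 25 could be tied to a gene, and 10 and 16 were 2-fold different in both lines here. Among the 22 pairs of a gene and a line that were 2-fold different on the arrays, the paper's real-time PCR has the same direction in 9, lies between the lines that the paper draws at 1.5-fold up and down in 11, and lies on the other side in 2: MXRA5 in MCF-7, and COL21A1 in MDA-231, whose array signals were too dim for a fold, so that its direction on the array is not settled. For ACTG2 the paper's real-time PCR is higher in MDA-231 CXCR6 cells and lies within those lines in MCF-7, where the array was 15.3-fold higher.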

Other observations

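In MDA-231 CXCR6 cells, 8 of 34 ERK target genes were 2-fold or more higher and none was lower, among them the phosphatase DUSP6, which acts on ERK (2.75-fold higher), the transcription factor MYC (2.12-fold higher) and HBEGF, a ligand of the epidermal growth factor receptor (2.10-fold higher). In MCF-7, none of 29 was higher and 3 were lower, among them the transcription factors FOS (2.50-fold lower) and EGR3 (at least 2.33-fold lower). Of 29 genes of the ERK cascade itself in MDA-231, the scaffold KSR1 (2.34-fold lower) and the kinase RPS6KA3 (2.22-fold lower) were lower and none was higher, with a median of -0.10 (percentile 8.76). In MCF-7, none of 28 was 2-fold different (median 0.10, percentile 72.8). MAPK1 and MAPK3, which encode ERK2 and ERK1, differed by 1.16-fold and 1.07-fold in MDA-231 and by 1.17-fold and 1.36-fold in MCF-7. No gene of AKT and mTOR signaling was 2-fold different in either line (31 genes, median -0.04, percentile 23.8 in MDA-231, and 29 genes, median 0.10, percentile 69.9 in MCF-7). CXCL16, the ligand of CXCR6, differed by 1.44-fold in MDA-231 and by 1.01-fold in MCF-7. E-cadherin (CDH1) differed by 1.16-fold in MCF-7 and vimentin (VIM) by 1.32-fold in MDA-231.

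Hypoxia genes had 3 of 24 higher and none lower in MDA-231, with the carbonic anhydrase CA9 at 8.07-fold and the glycolytic enzyme ALDOC at 2.35-fold higher, and 1 of 21 higher in MCF-7 (ANKRD37, at least 2.00-fold). Of 48 cell cycle genes in MDA-231, only the inhibitor CDKN1C was 2-fold different (6.34-fold lower; median -0.10, percentile 1.11), and none of 48 in MCF-7, where 38 had a positive difference. Of 22 chemokine and receptor genes in MDA-231, 6 were lower and none was higher (median -0.36, percentile 4.26, but 0.030, percentile 60.8, with genes well above background on both arrays and 0.081, percentile 37.3, without a filter), among them CCL5 (at least 5.34-fold lower) and CXCL12 (at least 4.15-fold lower at its brightest probe, with other probes 1.09-fold higher and at least 1.28-fold lower). In MCF-7, 1 of 21 was higher and 1 was lower (median -0.25, percentile 7.4). Of 28 collagen genes in MDA-231, 3 were higher and 6 were lower (median -0.28, percentile 0.7), with COL9A3 at 5.18-fold, COL6A3 at 3.63-fold and COL3A1 at 3.12-fold lower. In MCF-7, none of 22 was higher and 2 were lower (median -0.30, percentile 0.02), among them COL4A6 (2.52-fold lower). Of 38 integrin and focal adhesion genes in MDA-231, 4 were higher and 10 were lower (median -0.04, percentile 35.6), with the integrins ITGA11 at 4.87-fold higher, ITGB4 at 3.65-fold lower and ITGB2 at least 5.10-fold lower. In MCF-7, 1 of 32 was higher and 2 were lower (median -0.09, percentile 2.62). Of 30 mesenchymal genes in MDA-231, 5 were higher and 1 was lower (median 0.08, percentile 86.6), with the surface protease FAP at 5.46-fold and the transcription factor PRRX1 at 4.51-fold higher, and WNT5B at least 5.01-fold higher. In MCF-7, 1 of 13 was lower (median -0.07, percentile 5.73). Of the proton pump (V-ATPase) genes, 3 of 20 were lower in MDA-231 (median 0.00, percentile 33.7), with ATP6V0E2 at 2.42-fold and TCIRG1 at 2.07-fold lower, and 3 of 22 in MCF-7 (median 0.04, percentile 28.3), with ATP6V0A4 at least 2.90-fold lower. Unfolded protein and heat shock genes had 2 of 34 higher and 1 lower in MDA-231 (median 0.12, percentile 87.0), with asparagine synthetase (ASNS) 2.14-fold higher and the chaperone HSPA1A 3.64-fold lower, and none of 34 different in MCF-7 (median 0.06, percentile 28.3).

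Leukocyte markers had 2 of 15 higher and 1 lower in MDA-231 (median -0.07, percentile 45.1) and 2 of 11 higher in MCF-7 (median -0.05, percentile 43.2). The real-time PCR genes had a median of -0.23 in MDA-231 (percentile 13.6; -1.36 with outlier spots kept and -0.40 with normexp) and -0.27 in MCF-7 (percentile 2.6; -1.03 with genes well above background on both arrays and -0.53 as the mean over probes). No housekeeping gene was 2-fold different (20 genes per line, median 0.02, percentile 28.1 in MDA-231, and 0.05, percentile 8.03 in MCF-7). Of the 50 list medians, 17 lay outside the central 95% of random lists, 6 in MDA-231 and 11 in MCF-7, and chance would place 2.5 there if genes of a list varied independently.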
